# Transcriptomics reveals the molecular processes of light-induced rapid darkening of the non-obligate cave dweller *Oreolalax rhodostigmatus* (Megophryidae, Anura) and their genetic basis of pigmentation strategy

**DOI:** 10.1186/s12864-018-4790-y

**Published:** 2018-05-31

**Authors:** Wei Zhu, Lusha Liu, Xungang Wang, Xinyu Gao, Jianping Jiang, Bin Wang

**Keywords:** Cave dweller, Melanocortin 1 receptor, Pigment regression, Melanogenesis, Morphological color change

## Abstract

**Background:**

Vertebrates use different pigmentation strategies to adapt to various environments. A large amount of research has been done on disclosing the mechanisms of pigmentation strategies in vertebrates either under light, or, living in constant darkness. However, less attention has been paid to non-obligate, darkness dwellers. Red-spotted toothed toads *Oreolalax rhodostigmatus* (Megophryidae; Anura) from the karst mountainous region of southwestern China are non-obligate cave dwellers. Most tadpoles of the species possess transparent skin as they inhabit the dark karst caves. But remarkably, the transparent tadpoles can darken just within 15 h once exposed to light. Obviously, it is very significant to reveal molecular mechanisms of the unexpected rapid-darkening phenomenon.

**Results:**

We compared the transcriptomes of *O. rhodostigmatus* tadpoles with different durations of light exposure to investigate the cellular processes and potential regulation signals for their light-induced rapid darkening. Genes involved in melanogenesis (i.e. TYR, TYRP1 and DCT) and melanocyte proliferation, as well as their transcriptional factor (MITF), showed light-induced transcription, suggesting a dominating role of morphological color change (MCC) in this process. Transcription of genes related to growth factor, MAPK and PI3K-Akt pathways increased with time of light exposure, suggesting that light could induce significant growth signal, which might facilitate the rapid skin darkening. Most importantly, an in-frame deletion of four residues was identified in *O. rhodostigmatus* melanocortin-1 receptor (MC1R), a critical receptor in MCC. This deletion results in a more negatively charged ligand pocket with three stereo-tandem aspartate residues. Such structural changes likely decrease the constitutive activity of MC1R, but increase its ligands-dependent activity, thus coordinating pigment regression and rapid melanogenesis in the dark and light, respectively.

**Conclusion:**

Our study suggested that rapid MCC was responsible for the light-induced rapid darkening of *O. rhodostigmatus* tadpoles. Genetic mutations of MC1R in them could explain how these non-obligate cave dwellers coordinate pigment regression and robust melanogenesis in darkness and light, respectively. To our knowledge, this is the first study that reports the association between pigmentation phenotype adaptation and MC1R mutations in amphibians and/or in non-obligate cave dwellers.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4790-y) contains supplementary material, which is available to authorized users.

## Background

Vertebrates use different pigmentation strategies to adapt to various environments [1, 2]. For species living in environments with diurnal and seasonal changing light, skin pigment is necessary for preventing optical damage, and pigmentation configurations matching to the background are beneficial for their survival [3–6]. On the contrary, for species living in constant darkness (i.e. inside the caves), pigment regression is a common survival strategy [7–12], as pigmentation can be resource-consuming [13]. In these animals, the capacity to generate pigmentation is completely or partly lost [8–12]. Beside these two well-studied categories, there is the third category of animals, who may experience both dark and light conditions in their life histories (i.e. non-obligate cave dwellers). However, their pigmentation strategy and mechanisms are less concerned.

Red-spotted toothed toad species *Oreolalax rhodostigmatus* (Megophryidae, Anura) is a typical non-obligate cave dweller, which is distributed in the karst mountainous region (altitude 500–2400 m. a. s. l.) of southwestern China [14]. Most tadpole populations of the species generally live in dark caves for several years with transparent skin as pigment regression, but meanwhile, some tadpole populations could also inhabit the “out-side and light” streams and possess black brown body color similar to their juvenile and adult frogs usually foraging outside the caves and generally possessing dark black body color [15, 16]. The most noticeable thing is that the transparent *O. rhodostigmatus* tadpoles could undergo fast and drastic darkening once exposed to the sunlight, with vast array of black spots presented within 4 h and whole-body brown to black skin color within 15 h (Fig. 1 a-f). The remarkable pigmentation capacity of the species indicates that their body probably has an “optical switch” for pigmentation to coordinate the opposite pigmentation requirements in darkness and light. Nevertheless, to present, there is no work focusing on disclosing the mechanisms of this fascinating phenomena.

**Fig. 1:**
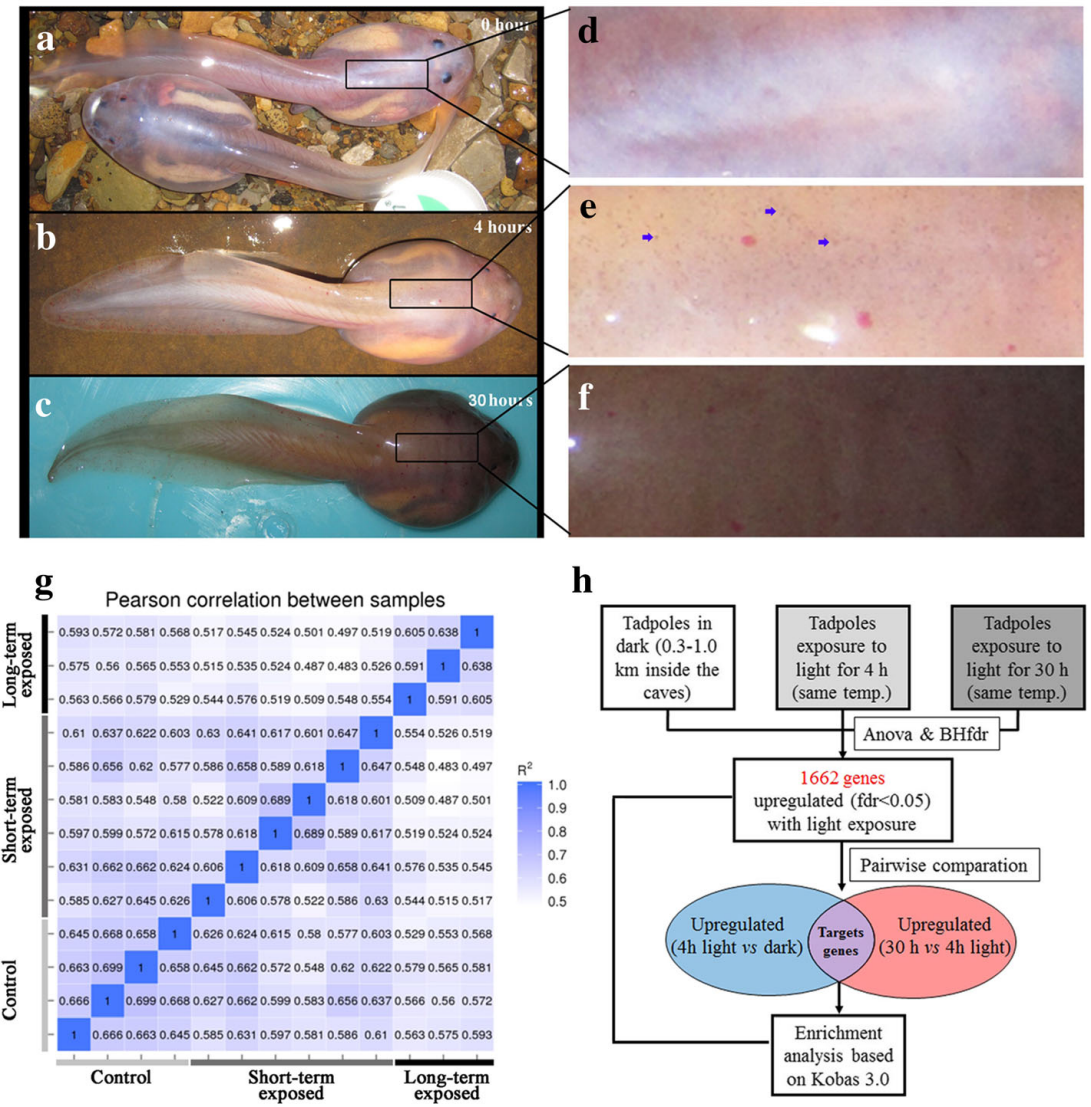
Phenotypes of *O. rhodostigmatus* tadpoles and transcriptomes analyses flow. **a**-**c**, Phenotypes of *O. rhodostigmatus* tadpoles in control group, short-term exposed group and long-term exposed group. **d**-**f**, Dorsal skin of *O. rhodostigmatus* tadpoles, blue arrows indicate typical black spots in short-term exposed larvae. **g**, Analyses flow of transcriptome data. **h**, Correlations of genes expression pattern between samples. A higher squared correlation coefficient (R^2^, 0–1) indicates more similar expression profiles between samples

Generally, light can induce physiological color change (PCC) and morphological color change (MCC) in animals. PCC is defined as rapid color change (within several hours) facilitated by the dispersion of pigment granules (color deepening) and aggregation (color fading) within chromatophores without pigment synthesis [17–19]. It is commonly observed in the color change of fish, amphibians and reptiles. PCC is mainly regulated by hormones, whose release is responsive to light [20]. Hormones inducing pigment dispersion in frogs includes alpha-melanocyte-stimulating hormone (α-MSH), adrenocorticotropic hormone (ACTH) and melanin-concentrating hormone (MCH), while those induce pigment aggregation include melatonin and adrenaline [1]. α-MSH is the most studied hormone involved in PCC. After incised from its precursor proopiomelanocortin protein (POMC), α-MSH binds to its receptor, melanocortin-1 receptor (MC1R), expressed on the cell membrane of chromatophores to stimulate pigment dispersion [17]. All the three major chromatophore types (melanophore, red erythrophore and yellow xanthophore) share similar PCC regulation patterns and mechanisms in frogs [1]. MCC is characterized by pigment synthesis, chromatophore proliferation and chromatophore. This kind of color changes is relatively slow, generally occurring over days or weeks [2, 6, 21]. The molecular processes of MCC have been well studied in melanocytes in mammals. Melanin synthesis in melanocytes, called melanogenesis, also requires the binding of α-MSH to MC1R, which activate the transcription of microphthalmia-associated transcription factor (MITF), the key transcriptional factor in melanocyte differentiation and melanogenesis [22, 23]. Meanwhile, activation of MAPK and PI3K-Akt pathways, which activated by growth factors released from keratinocyte in response to ultraviolet radiation, is responsible for phosphorylating MITF protein to its activation form [24–26]. Then, MITF activate melanocyte differentiation and expression of tyrosinase (TYR), tyrosinase-related protein 1 (TYRP1) and dopachrome tautomerase (DCT) for melanin synthesis. The molecular processes of MCC in frogs are likely similar to that of mammals, as α-MSH, receptor tyrosine kinase and MITF has been reported for early development of chromatophores in fishes and frogs [26–33].

In gene levels, the functional mutations in genes responsible for regulation of pigmentation are widely identified in vertebrates. For example, defects in genes involved in melanin biosynthesis (i.e., OCA2 and TYR) were always identified in cave fishes [8, 11, 12, 34]. Despite the large number of potential targets, only a handful of genes have been identified to contribute to genetic color adaptation in many animal taxa. Of these, MC1R are among the most widely studied pigmentation genes in mammals, birds, reptiles and fish [35], and some studies now show a link between variation in MC1R and pigmentation in numerous vertebrates [35–39]. MC1R is a member of the G protein-coupled receptor superfamily, consisted of 7 transmembrane fragments, 3 extracellular loops, 3 intracellular loops, 1 N-terminus and 1 C-terminus. Known mutations are largely interspersed throughout the transmembrane fragments and loops. The membrane/extracellular junctions of the second and third transmembrane domains (M/EJTD), which are negatively charged, is likely the site of electrostatic interaction with the arginine residue in α-MSH [40]. Mutations introducing basic residues or eliminating acid residues in this region always result in enhanced constitutive activity of MC1R in manner of ligand mimic [41], but also reduced agonist binding activity [40]. Interestingly, though melanistic phenotypes in a certain species are always associated with basic residues introducing and/or acid residues eliminating in these regions [41–50], pigment regression or pale phenotypes have not been identified to be granted by mutations acidifying this region [9, 51, 52]. As note, there is no report in amphibians in regard to the associations between color adaptation and variations of MC1R genes.

Hence, in this study, we try to uncover the mechanisms of the remarkable rapid darkening in *O. rhodostigmatus* tadpoles using comparative transcriptomics. Firstly, the coloration type was determined by analyzing the changes of expression pattern of genes involved in pigmentation with light exposure duration. Secondly, major light-induced transcriptional events were highlighted with gene differential expression and functional enrichment analyses, and their potential contributions to light-induced rapid darkening in *O. rhodostigmatus* were discussed. Thirdly, genes potentially contributing to genetic adaptation of coloration were analyzed by sequence alignments and protein homologous modeling to screen functional evolution responsible for the pigmentation strategy of *O. rhodostigmatus*.

## Results

### Summary of transcriptome assembly and transcript annotation

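RNA was sequenced from 13 tadpoles of *O. rhodostigmatus*, a toad whose transparent tadpoles live in dark caves and darken in light. The control group held 4 tadpoles taken from the dark, the short-term exposed group 6 tadpoles after 4 h of light and the long-term exposed group 3 tadpoles after 30 h of light. Each library came from 1 tadpole, so the replicates are separate animals. According to the methods, eyeballs, liver, dorsal skin and part of the tail of a tadpole were combined in one tube, while the sample labels name skin, eyeball and liver. A value is therefore a mixture of these tissues, and it does not tell in which of them a transcript was made. Controls were killed at once after collection, while exposed tadpoles were first kept in a cage, and the groups were sampled at different times of day. Light exposure, time of day and time in captivity can therefore not be separated. The authors removed reads with adapters, poly-N or low quality, assembled the clean reads of all libraries de novo with Trinity and expressed each unigene (assembled transcript) as FPKM, a value scaled to transcript length and library size. The aligner is not given in the sources used here, and the paper and the labels name different HiSeq models. In the paper's Table S1 the clean reads ranged from 44652524 to 54819746 per control library (median 49704207), from 45408456 to 54858232 per short-term exposed library (median 49032861) and from 58418094 to 66149794 per long-term exposed library (median 65596074). The long-term exposed libraries were thus the deepest and listed the most unigenes above 0, from 140196 to 147363. Controls listed 112990 to 134725 and the short-term exposed group 91929 to 136138. Bases of quality 30 or more made up 89.89% to 91.28% in controls and 90.91% to 92.17% in the short-term exposed group. The share was 92.92% to 94.99% in the long-term exposed group. Depth and base quality were thus both highest after 30 h, and neither can be separated from the light exposure. The deposited values are rounded to 2 decimals, and 18127 of the 249088 unigenes are listed at 0 in every library. For the tests below, the FPKM values were taken to log2(FPKM + 0.1), a scale on which the change of a low gene is understated. The 147192 unigenes with an FPKM of at least 0.3 in at least 3 libraries were compared between the groups with limma, with Benjamini-Hochberg adjusted p values.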

A total of 249,088 unigenes were obtained from 13 cDNA libraries, with their sequencing quality summarized in Additional file 1: Table S1. The mean length and N50 of unigenes were 1148 bp and 1928 bp, respectively (see Additional file 2: Figure S1 for length distribution). In total, 76,223, 57,186, 51,598, 81,733, 77,971, 81,074 and 36,301 unigenes were annotated in NR, NT, KO, SwissProt, PFAM, GO and KOG data bases, respectively (see Additional file 3: Table S2 for annotation details). Their expression levels (presented as FPKM) were summarized in Additional file 4: Table S3. Overall, the intra-group correlations are higher than inter-group ones in this study (Fig. 1g), supporting the validity of our transcriptome data.

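Control tadpoles resembled each other most. Squared Pearson correlations (R2) of log10(FPKM + 1) averaged 0.667 among the 4 control libraries (range 0.645 to 0.699), 0.614 among the 6 short-term exposed libraries (0.522 to 0.689) and 0.611 among the 3 long-term exposed libraries (0.591 to 0.638). Between groups, the mean was 0.610 for control and short-term exposed libraries, 0.567 for control and long-term exposed libraries and 0.524 for short-term and long-term exposed libraries. The paper gives squared correlations between samples in Fig. 1. The mean over pairs within a group, 0.627, lay 0.0550 above the mean over pairs of different groups, 0.572 (permutation test of the group labels over the 13 libraries, one-sided p = 0.0003). With FPKM as deposited, without the logarithm, the difference was 0.0950 and did not pass the test (permutation p = 0.0751). Each library had a higher mean R2 with its own group than with the libraries of both other groups pooled. The margin was smallest for short-term exposed replicate 1, at 0.584 against 0.580. With control replicates 1 to 4 alone, its R2 was 0.585, 0.627, 0.645 and 0.626, all above its mean with its own group. Short-term exposed replicate 2 was also closest to a control library, replicate 2 of that group, at 0.662. Its R2 with control replicates 1 to 4 was 0.631, 0.662, 0.662 and 0.624, against a mean of 0.626 with its own group. The pooled mean therefore hides that these libraries were about as close to controls as to their own group, or closer. The paper takes correlations that are higher within groups than between them as a sign of valid transcriptome data.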

A total of 1662 light inducible genes were identified (fdr < 0.05, one-way ANOVA). Among these, 213 ones show upregulation in subsequent pairwise comparisons: “short-term exposed *vs* control” and “long-term exposed *vs* short-term exposed” (Fig. 1h). These two groups of genes were respectively queried against KEGG database for enrichment analysis, and they shared most significantly enriched pathways (see Additional file 5: Table S4 and Additional file 6: Table S5 for details), suggesting that the results of enrichment analyses were not sensitive to the thresholds of differentially expressed genes.

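With all 13 libraries, more unigenes differed from controls after long-term than after short-term light exposure. Against controls, 1436 unigenes were higher and 588 lower after 30 h of light (limma, adjusted p under 0.05), while 60 were higher and 59 lower after 4 h. Between the exposed groups, 3080 were higher and 1409 lower in the long-term exposed tadpoles. Of the 1436 unigenes, 958 (66.7%) are listed at 0 in control replicates 2 to 4 and in short-term exposed replicate 1, and 0 of the 588 are. The balance of both comparisons turned among unigenes above 0 in every library, a restriction chosen after seeing the data: 280 were higher and 668 lower after 30 h than in controls, and 1658 higher and 2009 lower than after 4 h. That restriction itself favours lower calls: 120 of the 1436 higher but 354 of the 588 lower unigenes are above 0 in all 13 libraries. Over the 3 groups together, 3307 unigenes passed the limma F test, and 2069 of them had their highest mean in the long-term exposed group, called light-inducible here. Among light-inducible unigenes with an amphibian best protein hit, those for fibrinogen alpha chain, a clotting protein secreted by the liver, rose strongly. One of them had an FPKM of 14.2 ± 5.42 (SD, n = 3) after 30 h and 0.498 ± 0.208 (SD, n = 4) in controls, a log2 difference of 4.57 (standard error 0.71, adjusted p = 0.00369). Fermitin 3, which activates integrins in blood cells, rose by 4.69 on the log2 scale (standard error 0.85, adjusted p = 0.0102). Sterol O-acyltransferase 1, which stores cholesterol as esters, was listed at 0 in all control and short-term exposed libraries and stood at 5.99 ± 2.81 (SD, n = 3) after 30 h. The paper's list of 1662 unigenes, given in its Table S6, has 1335 members among the unigenes tested, and 820 of these were light-inducible here. Since that list was chosen on these samples, it is not independent evidence. Its members differ by the organism of their best protein hit: 252 have a mammalian and 248 an amphibian best hit. Of those with a mammalian hit, 234 (92.9%) are listed at 0 in control replicates 2 to 4 and in short-term exposed replicate 1, against 60 (24.2%) of those with an amphibian hit. Which comparison with controls gave more higher unigenes depends on short-term exposed replicate 1. Without it, 2662 unigenes were higher and 482 lower after 4 h, against 1460 and 635 after 30 h, and without it and long-term exposed replicate 1 the numbers were 4346 and 605 against 401 and 203. Without these 2 libraries, 2440 unigenes were higher and 4885 lower after 30 h than after 4 h. The higher and lower counts also rest on each long-term exposed library: without replicates 1, 2 and 3 of that group, 374, 247 and 314 unigenes were higher and 185, 171 and 185 lower than in controls, and 599, 221 and 254 higher and 350, 296 and 259 lower than after 4 h. The light-inducible count rested on each of the 3 long-term exposed libraries: it was 408, 194 and 265 without replicates 1, 2 and 3 of that group. It was 3253 with a pseudocount of 1, 1064 with 0.01, 3876 with a one-way F test on untransformed FPKM, and 1508 without short-term exposed replicate 1 and long-term exposed replicate 1, an exclusion chosen after seeing the data.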

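Core unigenes are those that were higher at both steps, from control to 4 h and from 4 h to 30 h of light. Of the light-inducible unigenes, 264 were higher in both pairwise comparisons at an unadjusted limma p under 0.05 in each. Receptor kinases are among them. A unigene of DDR2, a receptor kinase for collagen, had an FPKM of 7.95 ± 1.51 (SD, n = 3) after 30 h and is listed at 0 in all 4 controls. An ALK unigene, encoding a receptor kinase of developing neurons, stood at 8.72 ± 1.15 (SD, n = 3) after 30 h, again with 0 in every control. Both also had 0 in short-term exposed replicate 1, and the best protein hit of both is mammalian. This pattern of zeros was general in the set. Of the 264 unigenes, 232 (87.9%) are listed at 0 in control replicates 2 to 4 and in short-term exposed replicate 1, and 14 are above 0 in all 13 libraries. The paper's 213 unigenes, 74 of which are named for receptor tyrosine kinases, showed it too: 169 of them (79.3%) are at 0 in those 4 libraries. Of these 213, 116 have a mammalian best protein hit and 17 an amphibian one. All but 3 of the former, 113 (97.4%), are at 0 in those 4 libraries, and 0 of the 17 amphibian ones are. Of the 203 members of the paper's list among the unigenes tested, 175 were also in the set found here, which is not independent evidence because the list was chosen on these samples. The set depends on the unadjusted p: with adjusted p values in both comparisons it held 0 unigenes. It held 15 with the replicate number as a block and 167 with a pseudocount of 1, 151, 83 and 118 without long-term exposed replicates 1, 2 and 3, and 283 without short-term exposed replicate 1 and long-term exposed replicate 1, an exclusion chosen after seeing the data.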

### Coloration type of light-induced darkening

Transcription of effector genes in melanogenesis (i.e., TYR, TYRP1 and DCT) and marker genes of melanocyte (PMEL isoform X1, melanoma antigen recognized by T-cells 1 isoform X1/MELANA, Melanoregulin X1, Melanoregulin X3, and premelanosome protein precursor/PMEL) were increased with light exposure in *O. rhodostigmatus* tadpoles (Fig. 2a). 

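PMEL, whose protein forms the fibrils on which melanin is laid down, rose after 30 h of light. Its FPKM was 15.8 ± 6.61 (SD, n = 3) in the long-term exposed group and 2.58 ± 1.26 (SD, n = 4) in controls, a log2 difference of 2.60 (standard error 0.60, limma adjusted p = 0.0466). TYR, the rate-limiting enzyme of melanin synthesis, had an FPKM of 2.14 ± 0.792 (SD, n = 3) against 0.298 ± 0.158 (SD, n = 4), a log2 difference of 2.50 (standard error 0.61) that did not pass the test (adjusted p = 0.0617). DCT, which acts after TYR in melanin synthesis, had 3.63 ± 1.63 (SD, n = 3) against 0.465 ± 0.320 (SD, n = 4), a log2 difference of 2.82 (standard error 0.87, adjusted p = 0.162). For TYR, DCT and PMEL every long-term exposed tadpole lay above every control (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 3 allow). TYRP1, another melanin enzyme, is listed at 0 in control replicate 3 and had 2.82, 2.26 and 3.49 in the other controls, against 7.57, 14.2 and 14.0 in the long-term exposed tadpoles (log2 difference 3.20, standard error 1.31, adjusted p = 0.324). MLANA, a melanosome protein, had 8.43 ± 4.12 (SD, n = 3) against 3.00 ± 1.04 (SD, n = 4; log2 difference 1.38, standard error 0.53, adjusted p = 0.285). Melanoregulin, which acts in melanosome transport, changed over the 3 groups and had its highest mean after 30 h (limma F test, adjusted p = 0.0205 for isoform X3 and 0.0480 for isoform X1). Its isoform X3 had 7.00 ± 2.46 (SD, n = 3) in the long-term exposed, 0.750 ± 0.303 (SD, n = 6) in the short-term exposed and 2.02 ± 1.05 (SD, n = 4) in the control group. PMEL X1, a separate unigene with a mammalian best hit, went another way. It is listed at 0 in all controls, short-term exposed replicate 1 and long-term exposed replicates 2 and 3, and had 1.26, 0.68, 2.06, 1.41 and 1.77 in short-term exposed replicates 2 to 6 and 1.26 in long-term exposed replicate 1. In the same pooled tissue, which includes eyeballs, a lens crystallin (gamma E) also rose after 30 h (log2 difference 3.84, standard error 0.75, limma adjusted p = 0.0173). So did 4 of the 5 tested unigenes matched by name to a hepatocyte list. The 4 are named for fibrinogen alpha chain, alpha-2-macroglobulin-like protein 1 and a C3 and PZP-like protein, so they are not liver proteins alone. The crystallin and these 4 are in the paper's light-inducible list, so their rise is not independent evidence. Of the 8 entries, 7 had their highest mean in the long-term exposed group. Against controls, 1 was higher over all unigenes tested and 7 when adjusted over the list alone, and 6 did not overlap between the groups, where chance gives 5.71% for 4 against 3. Against the short-term exposed group, 2 were higher (7 adjusted over the list alone). Short-term exposure itself gave 0 calls with limma (2 at an unadjusted p under 0.05, 2 by the exact test, 1 adjusted over the list alone). The entries are the paper's own choice from these samples and so not independent evidence. The single call depends on the settings: it was 0 with a pseudocount of 0.01 or without the filter, 3 with a pseudocount of 1, and 0 without any one of the controls, of the long-term exposed libraries or of short-term exposed replicates 1 and 4, or without short-term exposed replicate 1 and long-term exposed replicate 1 together, the last chosen after seeing the data.

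**Figure D1:**
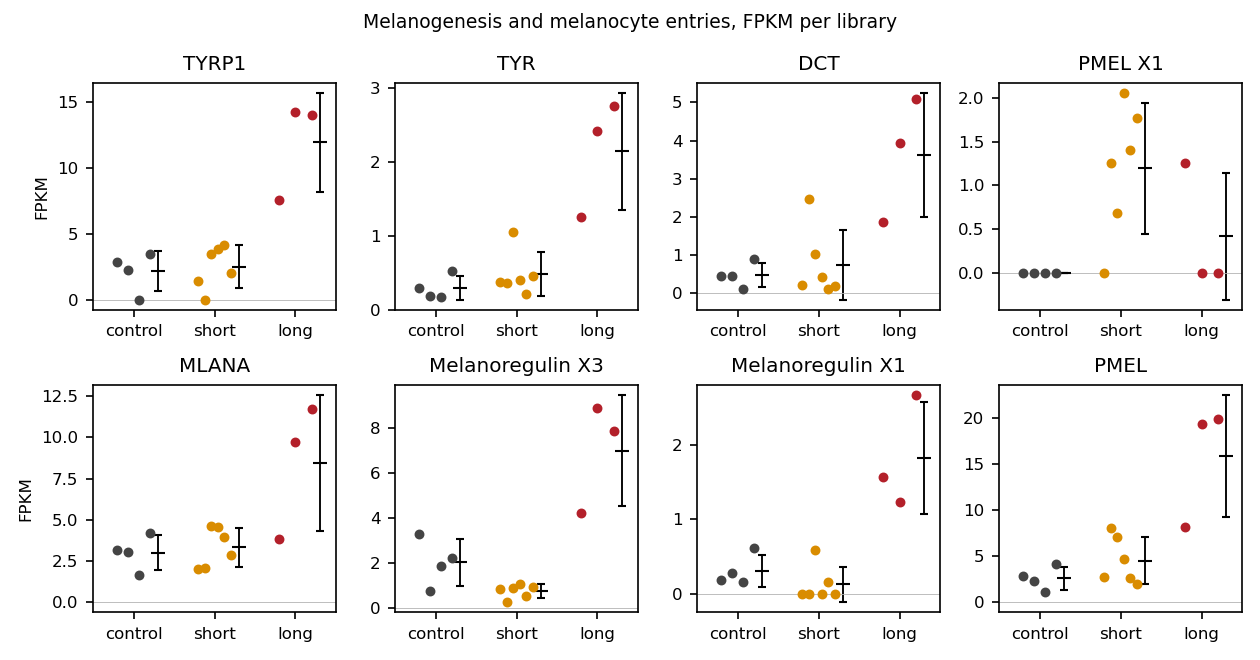
FPKM of the 8 melanogenesis and melanocyte entries in each library (points), by group, with the mean and SD of the group as bars. The PMEL values of the long-term exposed group, from 8.20 to 19.9, lie above all control values, which reach 4.12, and the values of PMEL X1 above 0 are those of short-term exposed replicates 2 to 6 and long-term exposed replicate 1.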

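MITF, the transcription factor that switches on melanin enzymes in pigment cells, is represented by 16 unigenes. Of these, 8 had their highest mean FPKM in the short-term exposed group, 7 in the long-term exposed group and 1 in the control group. By means of log2(FPKM + 0.1) or by medians, 11 were highest in the short-term exposed group. MITF-B, for example, had 0.97, 2.19, 1.87, 1.69 and 1.53 in short-term exposed replicates 2 to 6 and 2.04 in long-term exposed replicate 1, and is listed at 0 in the other 7 libraries. MITF-1 was at 0 in all controls and had 0.45, 0.35 and 0.34 in the long-term exposed tadpoles. The expression followed single libraries as well as groups. The number of MITF unigenes above 0 was 6, 2, 1 and 0 in control replicates 1 to 4, 3 in short-term exposed replicate 1, 9, 9, 12, 12 and 11 in replicates 2 to 6 of that group, 14 in long-term exposed replicate 1, and 4 in each of the other long-term exposed replicates. Of the 11 unigenes that could be tested, 0 passed the limma F test at an adjusted p under 0.05, and 4 did at an unadjusted p. Short-term exposure against controls also gave 0 calls after adjustment, 8 at an unadjusted limma p under 0.05, 4 of the 16 by the exact permutation test and 3 when adjusted over the list alone. MITF-B, above 0 in 5 of 6 short-term exposed tadpoles and in 0 of 4 controls, had an adjusted p of 0.230 and an exact permutation p of 0.0333. The list is the paper's and not independent evidence. Without short-term exposed replicate 1, 3 MITF unigenes passed the F test, and without it and long-term exposed replicate 1 there were 5, an exclusion chosen after seeing the data.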

Their transcriptional factor, MITF, was also transcriptionally activated by light exposure, with most of its transcripts peaked after short-term light exposure (Fig. 3). Xanthophores and erythrophores show no sign of response to light in manner of MCC due to genes involved in synthesis or metabolism of carotenoids (beta, beta-carotene 9′,10′-oxygenase isoform X1/BCO2 and beta, beta-carotene 15,15′-monooxygenase/BCMO1) and pteridines (dihydropteridine reductase/DHPR, GTP cyclohydrolase 1 feedback regulatory protein/GCHFR, GTP cyclohydrolase 1/GCH1, sepiapterin reductase/SPR and xanthine dehydrogenase/oxidase/XDH/XOD) were not upregulated, or even downregulated (Fig. 2b). In addition, neither MC1R, MC4R, MC5R, MCH receptor (MCHR), PMOC and agouti signal peptide (ASIP, antagonist of MC1R), which participate in signal transduction of pigment dispersion/aggregation, nor melanophilin proteins (excepting melanophilin 5), which were responsible for transport of melanosome, were transcriptionally upregulated by light (Fig. 2c).

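None of the 12 pteridine and carotenoid entries was called higher or lower after 30 h of light than in controls (limma), and most had their highest mean in the dark. GCH1-1, for the first enzyme of pteridine synthesis, had an FPKM of 15.3 ± 4.56 (SD, n = 4) in controls and 5.05 ± 3.95 (SD, n = 6) after 4 h of light. After 30 h it had 2.44, 2.26 and 0, a log2 difference from controls of -4.14 (standard error 1.12, limma adjusted p = 0.0981). SPR, which completes the pteridine cofactor tetrahydrobiopterin, had 8.86 ± 2.40 (SD, n = 3) after 30 h and 24.5 ± 8.19 (SD, n = 4) in controls, a log2 difference of -1.43 (standard error 0.42, adjusted p = 0.133). For both genes the 2 groups did not overlap (exact permutation p = 0.0286). The carotenoid-cleaving enzyme BCO2 is represented by 3 entries. BCO2-1 had 19.0 ± 6.71 (SD, n = 3) after 30 h and 17.0 ± 18.2 (SD, n = 4) in controls, with control values from 1.20 to 36.4, so it cannot tell a change from the spread between tadpoles. XDH/XOD-1, for an enzyme of purine and pteridine breakdown, had values of 7.00, 2.49 and 19.7 after 30 h, so that its long-term mean rests mainly on 1 tadpole. In the comparison of 30 h of light with controls, 9 of the 12 log2 differences lay below 0, and 9 entries had their highest mean in the control group. With limma, 0 were higher and 0 lower over all unigenes tested (3 at an unadjusted p under 0.05, 3 by the exact test). Adjusted over the list alone, 0 were higher and 2 lower. The paper drew up the list by function and reported it from the same samples, so this is not independent evidence. No overlap was seen for 4 of the 12, where chance gives 5.71%. One entry was lower with a pseudocount of 1 and with array weights.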

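In the pooled tissue, the genes of pigment dispersion and aggregation (physiological color change, PCC) were low in every group. Tissues outside the pool were not measured, so a low value does not show that a gene is little used elsewhere in the tadpole. MC1R, the receptor through which α-MSH darkens pigment cells, reached an FPKM of 0.32 at most: it had 0.0675 ± 0.0320 (SD, n = 4) in controls and 0.14, 0.08 and 0.32 after 30 h of light (exact permutation p = 0.114). MC4R, MC5R and melanophilin X3 and X4 also lay below the filter. Melanophilin X5, for an adaptor that carries melanosomes along actin, had 1.56 ± 0.180 (SD, n = 3) after 30 h, 0.733 ± 0.478 (SD, n = 6) after 4 h and 0.845 ± 0.416 (SD, n = 4) in controls. Its log2 difference from controls was 0.92 (standard error 0.62, limma adjusted p = 0.618; exact permutation p = 0.0857). Agouti, the antagonist of MC1R, had 1.14 ± 0.724 (SD, n = 3) after 30 h and 0.565 ± 0.408 (SD, n = 4) in controls (log2 difference 1.00, standard error 0.89, adjusted p = 0.703). POMC, the precursor of α-MSH, is listed at 0 in 8 of the 13 libraries and reached 1.91 in short-term exposed replicate 2. MCHR is at 0 in all 6 short-term exposed libraries. Of the 11 entries, 6 could be tested. In each of the 3 comparisons 0 passed the test with limma, and 0 did when adjusted over the list alone, which is not independent evidence. Unadjusted limma p values under 0.05 numbered 0 for short-term exposed against control, 1 for long-term against short-term exposed and 0 for long-term exposed against control, and the exact test gave 0 in each. Changes of a few fold are mostly missed by such a test, so their absence is not shown. From these lists of pigment genes, the paper proposes that morphological color change contributes to the darkening and that PCC may respond less to light than in other amphibians. It grants that PCC in existing melanocytes need not raise transcription of these genes, but expects a rise if PCC contributes while melanocytes multiply.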

**Fig. 2:**
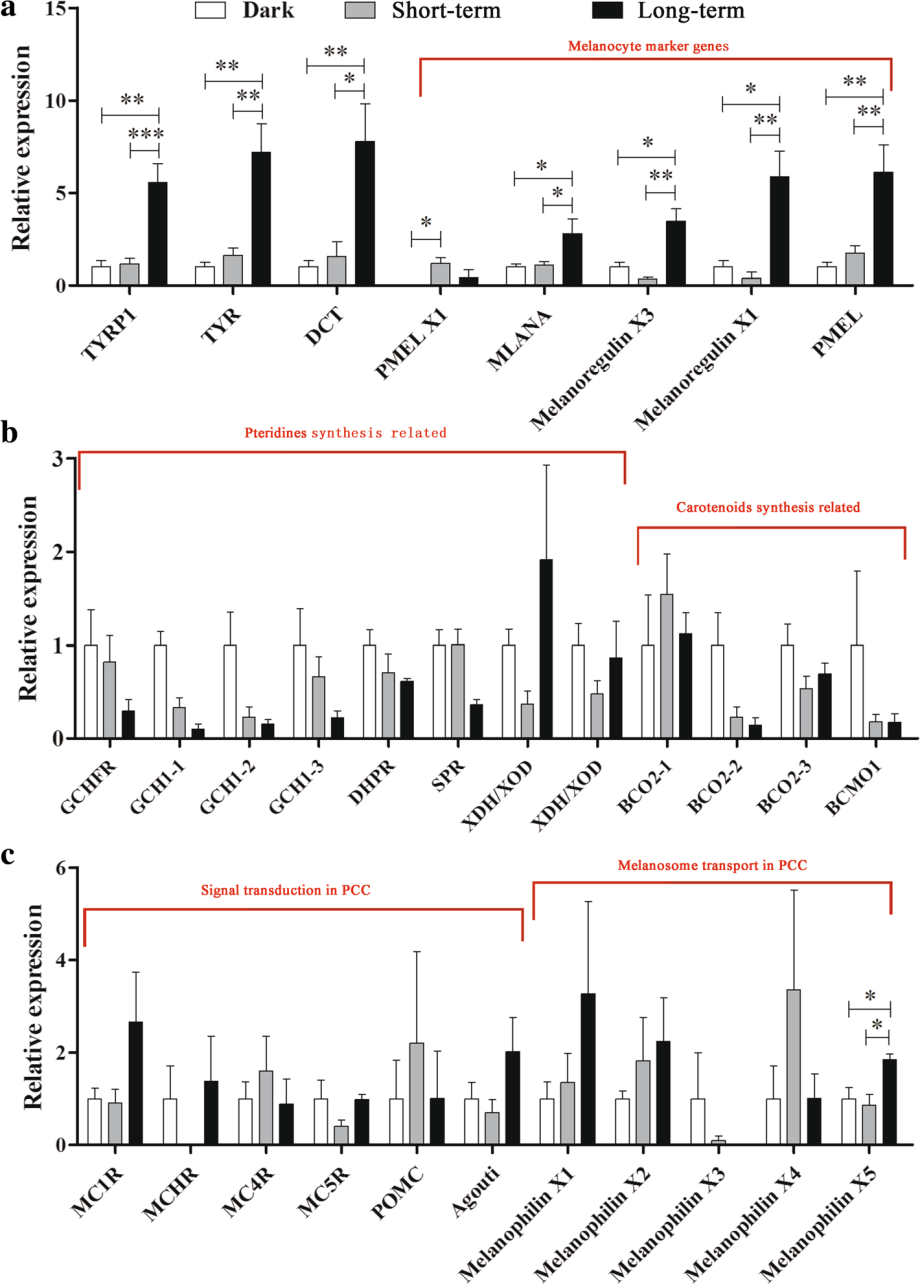
Transcriptional variation of coloration related genes in response to light exposure. **a**, Melanogenesis effector genes and melanocyte marker genes. **b**, Genes involved in synthesis of carotenoids and pteridines. **c**, Genes involved in PCC. Each column represents a mean ± SE, ***: *p* < 0.001, **: *p* < 0.01, *: *p* < 0.05 (T-test). TYRP1, tyrosinase-related protein 1; TYR, tyrosinase; DCT, dopachrome tautomerase; MLANA, melanoma antigen recognized by T-cells; Melanoregulin X1, melanoregulin isoform X1; Melanoregulin X3, melanoregulin isoform X3; PMEL, premelanosome protein precursor; PMEL X1, melanocyte protein PMEL isoform X1; DHPR, dihydropteridine reductase; GCHFR, GTP cyclohydrolase 1 feedback regulatory protein; GCH1, GTP cyclohydrolase 1; SPR, sepiapterin reductase; XDH/XOD, xanthine dehydrogenase/oxidase; BCO2, beta,beta-carotene 9′,10′-oxygenase; BCMO1, beta,beta-carotene 15,15′-monooxygenase. MC1R, melanocyte-stimulating hormone receptor / melanocortin receptor 1; MCHR, melanin-concentrating hormone receptor; Agouti, agouti signaling peptide; MC4R, melanocortin receptor 4; MC5R, melanocortin receptor 5; POMC, pro-opiomelanocortin

**Fig. 3:**
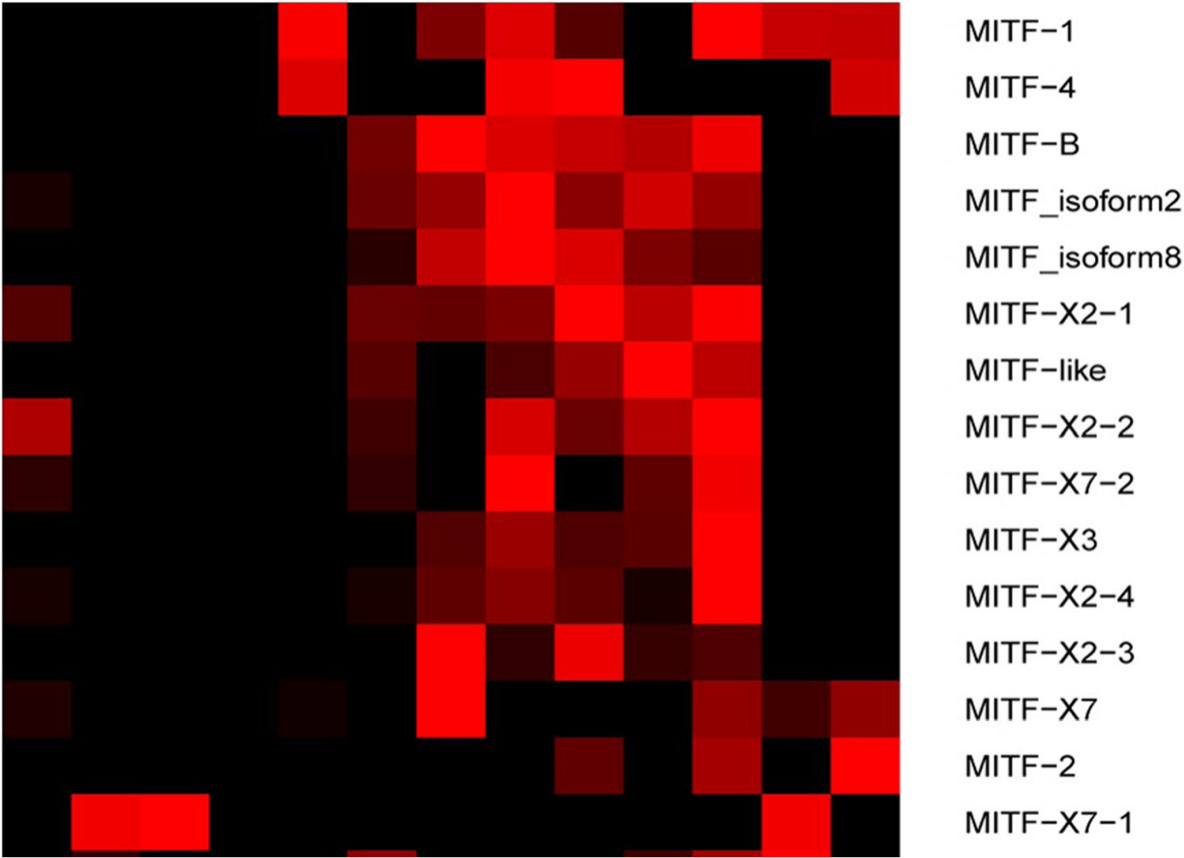
Expression heat map of MITF transcripts, expression level was scaled to 0–1

### Light-induced major transcriptional events

Here, we focused on the results of enrichment analysis based on the 213 light-inducible genes. The top 20 (sorted by *q* value) enriched pathways/processes mainly referred to cancer and signal transduction (Fig. 4a). Genes enriched in these pathways/processes were further compared and integrated into a consensus module manually. This module was composed of growth factor receptors (GFRs), core components of MAPK signal pathway, and core components of PI3K-Akt signal pathway (Fig. 4b). In addition, growth factor-related genes constituted the largest gene group among light inducible genes. 

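Most unigenes named for receptor kinases and for the MAPK and PI3K-Akt pathways were higher after 30 h of light, but none of those with an amphibian best hit was called higher than in controls. Among unigenes named in Table S6 or in the 1268 entries held of Table S2, 45 encode core components of the MAPK and PI3K-Akt pathways, and all 43 that could be tested were higher in the long-term exposed group than in controls (limma; 43 adjusted over the list alone). A MEK1 unigene (MAP2K1, the kinase that activates ERK) had an FPKM of 7.67 ± 1.33 (SD, n = 3) after 30 h and 0 in all controls and in short-term exposed replicate 1. Its best protein hit is mammalian, and its limma adjusted p against controls was 0.00111. Of 147 unigenes for receptor tyrosine kinases, 146 could be tested, and 133 of these were higher (136 higher and 3 lower adjusted over the list alone). Short-term exposure gave 0 calls in either list with limma against controls, 20 unigenes higher in the first when adjusted over the list alone, and 103 higher and 4 lower in the second. Between 4 h and 30 h, 37 of the 43 and 101 of the 146 were higher. The names come mostly from the paper's own light-inducible list, which holds 43 of the 45 and 133 of the 147, so the counts are not independent evidence. Of the 45 MAPK and PI3K-Akt unigenes, 43 are listed at 0 in control replicates 2 to 4 and in short-term exposed replicate 1, as are 135 of the 147 receptor kinase unigenes. Their best protein hit is mammalian for 35 and 127 of them and amphibian for 1 and 4. Of the amphibian ones, an Akt2 unigene lay below the filter, and against controls 2 FGFR2 unigenes had log2 differences of 0.02 and -0.23 (limma adjusted p = 1 and 0.960), a PDGF receptor-like unigene 1.07 (adjusted p = 0.754) and a Met unigene 2.25 (standard error 0.58, adjusted p = 0.0823). From the enriched pathways the paper composes a unit of growth factor receptors that signal through MAPK and PI3K-Akt to growth, proliferation and differentiation.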

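Part of the growth factor-related unigenes rose after 30 h of light. Of 145 such unigenes in Table S6, 136 could be tested, and 64 were light-inducible (limma F test, adjusted p under 0.05, highest mean in the long-term exposed group). A PDGFRA unigene, for a receptor that drives growth of mesenchymal and pigment precursor cells, had an FPKM of 6.17 ± 1.02 (SD, n = 3) after 30 h, 0 in all controls and in short-term exposed replicate 1, and 1.07, 0.60, 0.75, 0.37 and 0.63 in replicates 2 to 6 of that group. This unigene, with a mammalian best hit, rose by 3.53 on the log2 scale between 4 h and 30 h (standard error 0.70, limma adjusted p = 0.0145). Connective tissue growth factor, a secreted matrix protein, was light-inducible too, at 39.3 ± 10.8 (SD, n = 3) after 30 h. TGF-beta-induced protein ig-h3, an adhesion protein with an amphibian best hit, had 2.75 ± 1.37 (SD, n = 3) after 30 h and was higher than in controls (log2 difference 3.68, standard error 0.83, adjusted p = 0.0414). The number of growth factor unigenes above 0 differed within the groups. It was 73, 46, 49 and 46 in control replicates 1 to 4, 52 in short-term exposed replicate 1, 120, 119, 133, 101 and 128 in replicates 2 to 6 of that group, and 142, 120 and 120 in the long-term exposed libraries. Of the 145, 90 are at 0 in control replicates 2 to 4 and in short-term exposed replicate 1. Those 90 hold 60 of the 64 light-inducible unigenes and 56 of the 57 with a mammalian best hit. Among the other 55, 4 were light-inducible.

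**Figure D2:**
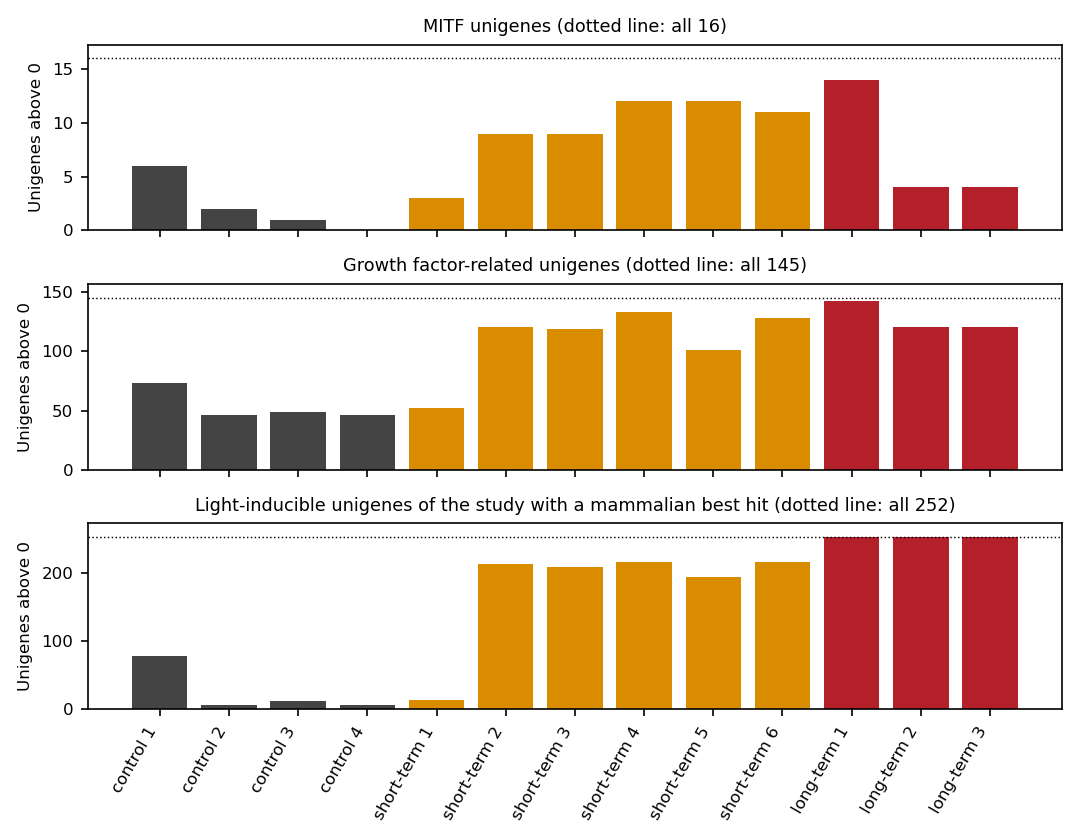
Number of unigenes with an FPKM above 0 in each library, as bars, for MITF (16 unigenes), growth factor-related genes (145) and the paper's light-inducible unigenes with a mammalian best hit (252). In the last set, short-term exposed replicate 1 has 14 above 0 and the other short-term exposed replicates have 194 to 216, while control replicate 1 has 78 and the other controls 6 to 12.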

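Growth factors and their receptors carry signals for cell growth and division. Of the 145 growth factor-related unigenes, 64 were higher after 30 h of light than in controls and 0 were lower (limma; 76 higher and 3 lower when adjusted over each class alone). Compared with 4 h of light, 52 were higher and 1 was lower. After 4 h, 0 differed from controls after adjustment, 75 had an unadjusted limma p under 0.05, 48 passed the exact permutation test and 55 were higher and 4 lower when adjusted over each class alone. The highest mean FPKM was in the long-term exposed group for 109 unigenes, in the short-term exposed group for 30 and in the control group for 6. An FGFR4 unigene, for a fibroblast growth factor receptor, was among the last. It had 16.7 to 38.5 in the 4 controls and 2.27 to 9.81 in the 3 long-term exposed tadpoles, a log2 difference of -2.27 (standard error 0.68) that did not pass the test (adjusted p = 0.150; exact permutation p = 0.0286). The list is the paper's own from the same samples, and 67 of the 145 are in its light-inducible list, so the counts are not independent evidence. Without long-term exposed replicates 1, 2 and 3, the light-inducible unigenes numbered 3, 1 and 3 for EGF and 23, 10 and 14 for the other classes, against 16 and 48 with all libraries. Among unigenes above 0 in every library, a restriction chosen after seeing the data, 0 and 3 were light-inducible. This restriction removes the 90 unigenes at 0 in control replicates 2 to 4 and short-term exposed replicate 1, which hold 60 of the 64, so most of the fall is built into it.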

Most growth factor-related genes identified in our study are transcriptionally responsive to light exposure (Fig. 4c & d). Those related to epidermal growth factor (EGF), platelet-derived growth factor (PDGF), fibroblast growth factor (FGF), hepatocyte growth factor (HGF), and mast/stem cell growth factor (M/SCGF) showed light-depended transcription, while those related to insulin-like growth factor mainly reached their highest expressions after short-term light exposure (Fig. 4c & d).

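Light-inducible unigenes were counted by growth factor class, without a test between classes. All 9 M/SCGF unigenes, for the receptor Kit that melanocyte precursors need, were light-inducible, as were 14 of 15 for PDGF, 17 of 30 for FGF, 16 of 28 for EGF and 4 of 11 for HGF. All 11 HGF unigenes had their highest mean in the long-term exposed group. A Kit unigene had an FPKM of 5.15 ± 1.49 (SD, n = 3) after 30 h and 0 in all controls. An EGF receptor unigene had 6.56 ± 0.599 (SD, n = 3) after 30 h, and an HGF receptor (Met) unigene 4.44 ± 0.396 (SD, n = 3) with a limma adjusted p against controls of 0.00254. The Kit, EGF receptor and Met unigenes named here have mammalian best hits. Of 14 VEGF unigenes, for signals of blood vessel growth, 1 was light-inducible, and of 28 others 3 were. The number with a mammalian best hit ran close to these counts: 9 for M/SCGF, 13 for PDGF, 16 for FGF, 14 for EGF, 4 for HGF and 0 for VEGF and IGF. IGF-related unigenes numbered 10. Of the 10, 0 passed the limma F test after adjustment (7 at an unadjusted p under 0.05), and 8 had their highest mean in the short-term exposed group. Of these 10, 6 are above 0 in short-term exposed replicates 2 to 6 and long-term exposed replicate 1 and in no other library. Short-term exposure gave 0 calls against controls after adjustment, 6 by the exact permutation test and 6 when adjusted over the list alone, which is not independent evidence. In short-term exposed replicate 1, 1 of 15 PDGF, 0 of 9 M/SCGF and 5 of 30 FGF unigenes were above 0, against 14 to 15, 7 to 9 and 26 to 30 in the other short-term exposed replicates. Of 28 EGF unigenes, 7 were above 0 in replicate 1 and 6 in replicate 5, against 22 to 25 in the other 4 replicates, and of 11 HGF unigenes 6 in each of replicates 1 and 5, against 7 to 10. The paper proposes that growth signals may be one of the reasons for the rapid darkening, provided that they are shown to go with proliferation of melanocytes.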

**Fig. 4:**
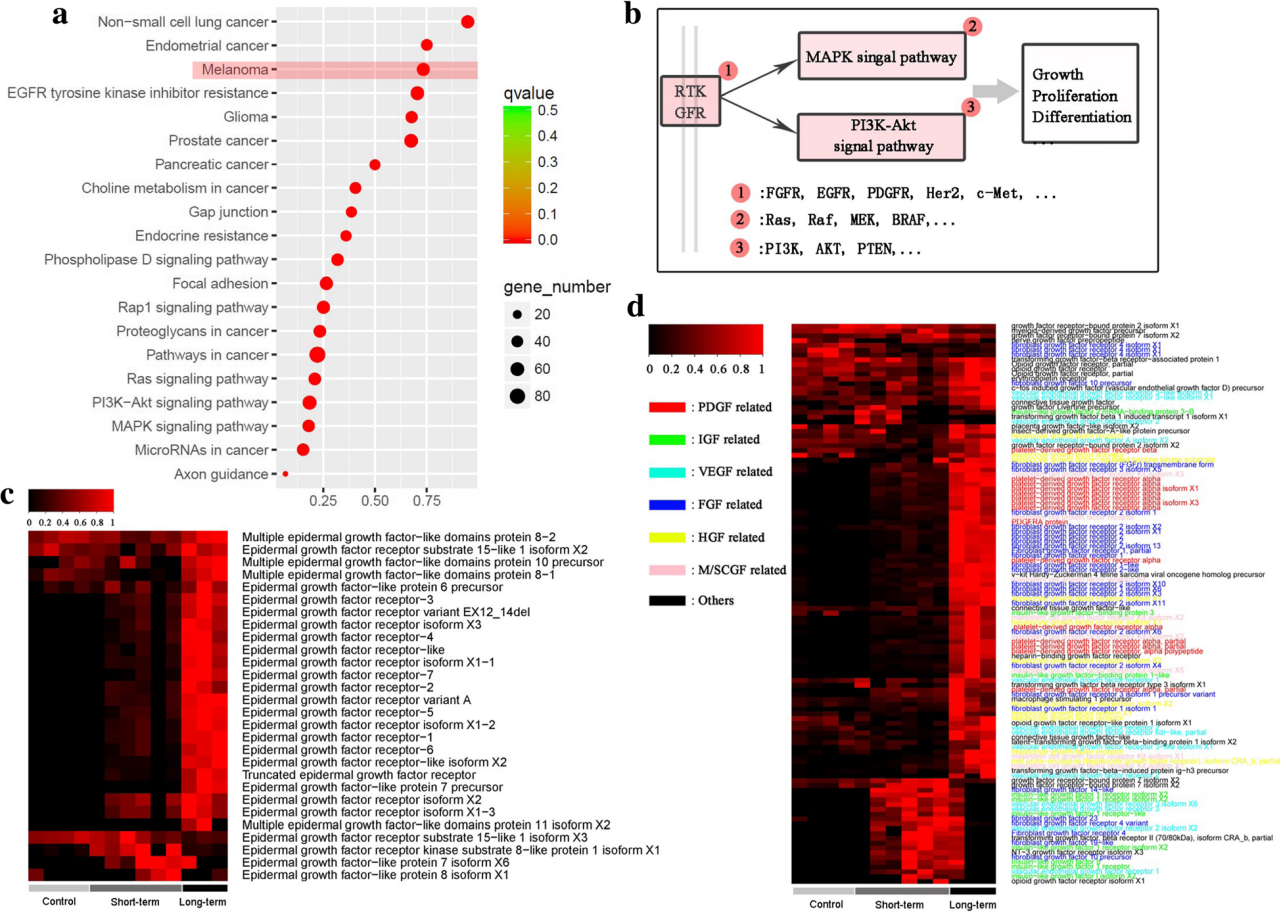
Primary transcriptional variations in response to light exposure in *O. rhodostigmatus* tadpoles. **a**, Top 20 (sorted by *q* value) enriched pathways/processes based on core light inducible gene. Rich factor is the ratio between number of gene enriched in a pathway and the total number of genes in this pathway. **b**, The consensus signal transduction unit among enriched pathways/processes. **c**, Expression heat map of genes related to epidermal growth factor, expression level was scaled to 0–1. **d**, Expression heat map of genes related to other growth factors, expression level was scaled to 0–1

### Structural and functional change of *O. rhodostigmatus* MC1R

The sequences of *O. rhodostigmatus* α-MSH, MC1R, MC4R, MC5R, MCHR, agouti, TYR, TYRP1 and DCT were aligned with that of fishes, other amphibians, reptiles, birds and mammals. Prominent difference was identified only in *O. rhodostigmatus* MC1R. The length of ECL1 of MC1R was conserved across vertebrates, however, a deletion of four amino acids in this region was detected in its *O. rhodostigmatus* MC1R (Fig. 5). Such a deletion changed the structure of the M/EJTD and resulted in a longer third transmembrane helix in *O. rhodostigmatus* MC1R than that of other species, as suggested by the 3D models (Additional file 7: Figure S2).

**Fig. 5:**
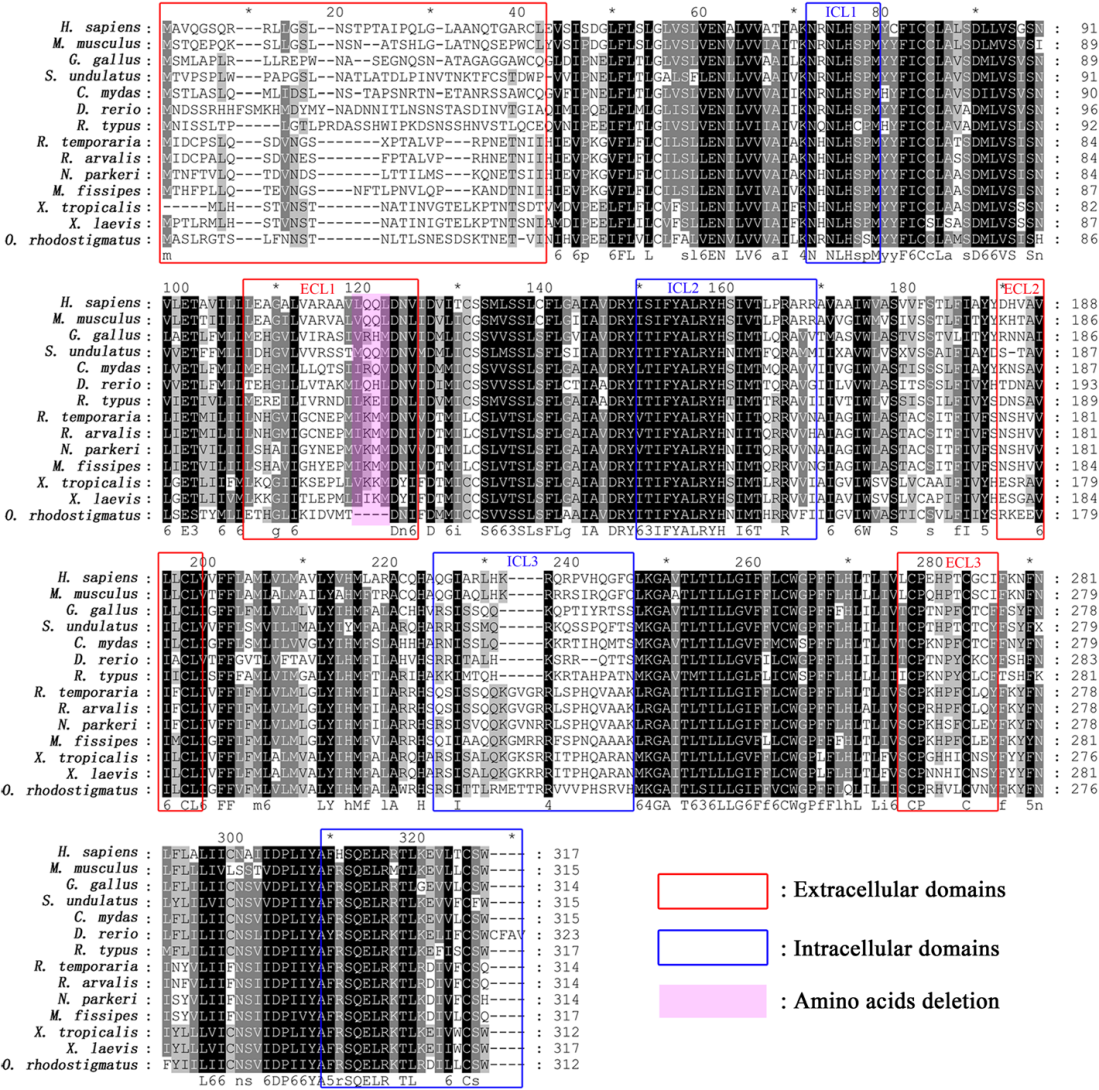
Sequence alignment of MC1R genes. Amino acids outside the frames are speculative transmembrane domains according to the deduced Human MC1R structure [24]

Since the charged amino acids responsible for agonist binding and constitutive activation of MC1R, we further analyzed the charge property of this region. Interestingly, fragment deletion in *O. rhodostigmatus* MC1R covered the sites with high frequency of positively charged amino acids (Fig. 6a), and the net charge of this region is − 5 in *O. rhodostigmatus*, more negatively charged than other frogs (Fig. 6b). On the other hand, fragment deletion in *O. rhodostigmatus* MC1R resulted in a “Asp× × ×Asp× × ×Asp× × ×” sequence mode, and these three negatively charged aspartate residues were aligned towards the ligand pocket of MC1R (Fig. 6c), quite different with the distribution of aspartate residues in other MC1Rs (Additional file 7: Figure S2). In combination with the elongated third helix of MC1R, these three stereo-tandem aspartate residues likely performed as a trap for positively charged ligands. Interestingly, both MSH and ACTH, who are positively charged at pH 7.0 (Fig. 6d-e) with isoelectric points (IEP) were higher than 9.0.

**Fig. 6:**
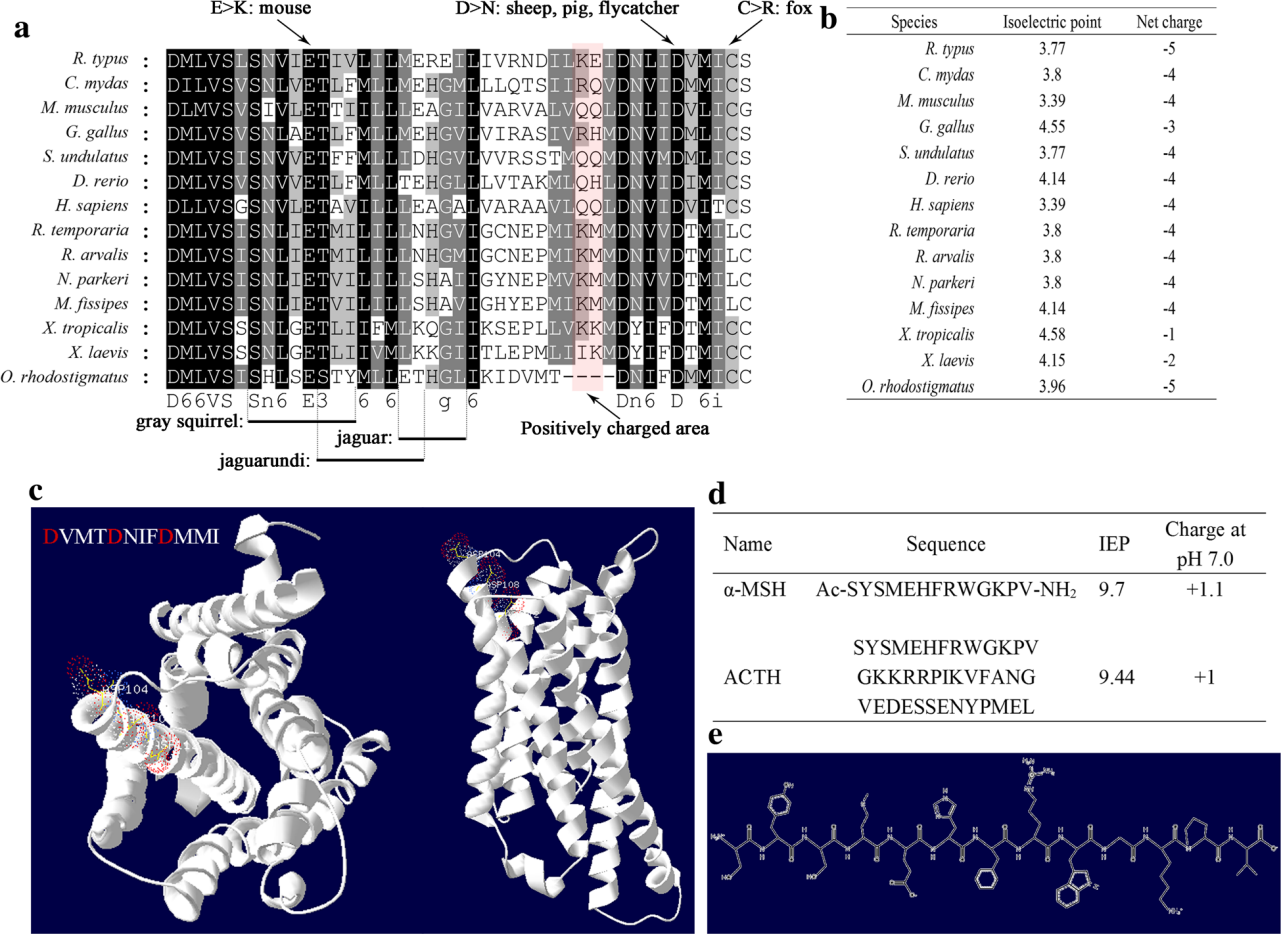
Sequence and structure change of MC1R and its implications in pigmentation of *O. rhodostigmatus*. **a**, Sequence analysis on the M/EJTD. Pink background indicates sites frequently occupied by basic residues. Missense mutations and amino acid deletions resulting melanic phenotypes were showed. **b**, Charges of this sequence fragment. **c**, 3D model of *O. rhodostigmatus* MC1R, with tandem aspartates highlighted. **d**, Sequences and charges of major agonists of MC1R. **e**, Structure of α-MSH

## Discussion

### Molecular processes involved in light-induced rapid skin darkening

Though the genes involved in synthesis of melanin, carotenoids and pteridines are all transcribed in *O. rhodostigmatus* tadpoles, only melanin-related genes showed increased transcription with light exposure (Fig. 2). It suggested that only melanocytes were involved in skin darkening in *O. rhodostigmatus* tadpoles, as melanin has a superiority on UV-light absorption in comparing with carotenoids and pteridines. Both PCC and MCC may be involved in melanin-based pigmentation. Generally speaking, PCC is more active and rapid than MCC in response to environmental brightness in fish and amphibians [1], and in most studied cases, activation of MCC is always accompanied by PCC, as factors inducing MCC can also activate PCC [53]. However, in *O. rhodostigmatus* tadpoles, genes involved in MCC, or more exactly melanogenesis and melanocyte proliferating, increased with skin darkening, while those involved in PCC did not (Fig. 2). Though transcriptional activation of related genes is not necessarily for PCC in existing melanocytes, increased expression of these genes along with melanocyte proliferating should be expected, if PCC contributes to skin darkening. These results suggested that MCC contributes to the rapid darkening of *O. rhodostigmatus* tadpoles. PCC in *O. rhodostigmatus* may be not as responsible to light as it in other amphibians, at least in aspect of pigment dispersion. It may be resulted from long-term adaptation to darkness, where PCC system is less required for fine-tuning skin color.

On the contrary, it is surprising that the light-induced MCC of *O. rhodostigmatus* tadpoles is so robust to darken their skin color within 15 h. Either expression or genetic mutations of genes involved in melanin synthesis (i.e. TYR, TYRP1 and DCT) may be responsible. However, no significant functional changes on amino acid sequences were identified in these genes of *O. rhodostigmatus*, in comparison with other vertebrates. 

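All 3 melanin enzymes were transcribed in the dark in most control tadpoles. The pooled tissue includes eyeballs, so these values do not tell whether the skin transcribed them. TYRP1 was the most abundant in 3 of the 4 controls, at an FPKM of 2.26 to 3.49, and is listed at 0 in control replicate 3. DCT ranged from 0.10 to 0.88 and TYR from 0.18 to 0.52. For TYR, control replicates 2 and 3, at 0.19 and 0.18, lay below the range of the short-term exposed group, 0.22 to 1.06. The other controls lay within it.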

Besides, constitutive enhancement on enzyme activities, facilitated by genetic mutations, go against the transparent phenotype of dark living *O. rhodostigmatus* tadpoles, whose TYR, TYRP1 and DCT genes are also transcribed, even at low levels (Fig. 2a). Therefore, light-induced gene expression should be a dominate contributor to this rapid darkening phenomenon in these tadpoles, as supported by the significant transcriptional upregulation of genes for melanin synthesis (Fig. 2a). Upstream regulating on transcription of these genes likely provides critical insight into the potential optical switch on pigmentation in these non-obligate cave dwellers.

### Regulation and genetic basis of rapid skin darkening

MITF is the critical transcriptional factor activating melanocyte differentiation and melanogenesis in vertebrates [32, 54]. The activity of MITF in melanogenesis is regulated at transcription and posttranslational modification. In *O. rhodostigmatus* tadpoles, the abundance of MITF transcripts was as low as undetectable by our RNA-seq programmes in lack of light, while rapid and significant transcriptional upregulation was induced by light exposure (Fig. 3). It is interesting that light-induced transcription of MITF peaked after short-term exposure, different from the variation pattern of enzymes in melanin synthesis. It suggested that the transient transcriptional impulse of MITF was intensive enough for initiating and maintaining melanogenesis in *O. rhodostigmatus* tadpoles.

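MITF was at or near 0 in the dark. Over the 16 MITF unigenes and 4 control libraries, 55 of the 64 values are listed at 0, and the highest is 0.59, in control replicate 1. In all 4 controls, 8 of the unigenes are at 0. After 4 h of light, 13 of the 16 are at 0 in short-term exposed replicate 1, whereas isoform 8, for example, had 0.25, 1.17, 1.54, 1.31 and 0.74 in replicates 2 to 6. After 30 h, 10 of the 16 are at 0 in long-term exposed replicates 2 and 3, and isoform 8 had 0.53 in replicate 1 and 0 in the other long-term exposed replicates. With FPKM alone, a value of 0 does not give the limit of detection.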

Transcription of MITF is activated by cAMP signal mediated by α-MSH (or other analogous signals) and its receptor MC1R. The genetic change of MC1R should be responsible for the rapid and intensive transcription of MITF. It is known that the M/EJTD of MC1R is negatively charged and responsible for the binding of positively changed ligands, including α-MSH and ACTH (Fig. 6d-e). The conserved glutamate in the second transmembrane helix 89E in *O. rhodostigmatus* MC1R) and the second conserved aspartate in the third transmembrane helix (112D in *O. rhodostigmatus* MC1R) are responsible for ligands binding, as replacement of these two negatively charged amino acid residues with either positively charged ones or neutral ones would reduce the responsiveness of MC1R to α-MSH [40, 42]. Besides, replacement the aspartate residue at this position with lysine, asparagine, or valine decreases α-MSH binding affinity 10–100 fold [40]. Similarly, replacement of 89E with a basic amino acid residue would also decrease α-MSH binding affinity [40]. It suggested that negative charges in this region would reinforce the binding capacity of α-MSH. For *O. rhodostigmatus*, the stereo-tandem negative charges in the elongated third transmembrane helix likely performs as a ligands trap, which would enhance the ligands trapping and binding capacities of MC1R, as well as its responsiveness to ligands. It means that lower concentration of α-MSH is required to induce ligands-dependent activation of MC1R in *O. rhodostigmatus* than in other frogs. Besides, though it has not been reported that introducing extra acidic amino acid residues in membrane/extracellular junction of the third transmembrane domain would improve the maximum activity of MC1R, replacement of 112D with lysine, asparagine, or valine could reduce the maximum activity of MC1R. Similar outcomes were resulted from replacement of 116C and 89E with the basic asparagine [40, 42]. It seems that the maximum activity of MC1R is also related to the charge characteristic of this region, and negative charges likely improve the maximum activity. Taken together, it can be speculated that more efficiency and intensive activation of MC1R would be induced by α-MSH in *O. rhodostigmatus* than in other frogs, which should be a prime genetic basis for rapid MCC.

The posttranslational modification might also play a role in rapid skin darkening by amplifying the MITF signal. Phosphorylation is required for MITF activation in MAPK pathway depended manner [24–26], and activation of MAPK pathway is a common and immediate downstream event of GFR activation in proliferating melanocyte [55]. In *O. rhodostigmatus* tadpoles, light exposure induced significant transcriptional upregulation of numerous growth factor related genes and core components involved in MAPK pathway (Fig. 4). It was possible that light-induced transcriptional activation of growth signal and MAPK pathway was beneficial to MITF phosphorylation in *O. rhodostigmatus* tadpoles, and thus facilitating rapid skin darkening.

In addition, growth signals and their downstream signal pathways, typically MAPK and PI3K-Akt signal pathways, facilitate melanocyte proliferation in MITF-independent manner [22]. Synergistic effect of growth factors has been widely reported in melanocyte proliferation. For human melanocytes, FGFs, HGFs, M/SCGFs are strong synergistic mitogens, α-MSH and ACTH are weak mitogens, while EGFs and VEGFs are ineffective mitogens, and at least two stimulators are required for their proliferating [54]. In *O. rhodostigmatus* melanocyte, EGFs, PDGFs, FGFs, HGFs and M/SCGFs related genes were synchronously upregulated, covering all the three strong synergistic mitogens identified for human melanocytes. Therefore, a strong proliferative stimulus can be expected from their synergistic effects. The strong synergistic effect of growth signal may be one of the reasons for the rapid skin darkening, if it is proved to be associated with melanocyte proliferation in *O. rhodostigmatus*.

### Genetic basis of pigment regression

In contrast to rapid MCC, cave adaptation requires reduced MC1R activity to keep their transparent skin color. *Astyanax mexicanus* is the most studied cavefish, whose cave population showed obvious pigment regression in comparison with surface populations. In cave population collected from Pachon, MC1R variant with 2 bp deletion in coding region resulted in non-functional product has been identified [9]. While in cave population from Yerbaniz, MC1R variant with a point mutation in its coding region has been identified, and it resulted replacement of R164 (R151 in *O. rhodostigmatus*) with cysteine residue [9], which also found in humans with red hair and pale skin [52]. Both mutations are associated with pigment regression in cave adaptive populations. They are located out of the ligands binding region and reduce the activity of MC1R whether constitutively or ligands dependently. Besides MC1R, defects in genes involved in melanin biosynthesis (i.e., OCA2 and TYR) were also identified in cave dwellers [8, 11, 12, 34]. Obviously, these types of mutations strengthen the cave adaptability at the expense of their adaptability to bright environment. Unlike cavefish, *O. rhodostigmatus* should possess strong capacity of light-induced MC1R activation for lifehistory after metamorphosis, and so the mechanisms underlying their cave adaptation should be different from that of cavefish.

Though replacement of acidic amino acid residues with neutral or basic ones, or replacements of neutral residues with basic ones, in membrane/extracellular junction of the second and third transmembrane domains would reduce the affinity and responsiveness of MC1R to α-MSH, it could also enhance the constitutive activation of MC1R and thus results in dark phenotypes [40]. For example, the replacement of 89E (in *O. rhodostigmatus*) with asparagine was identified in the melanic mouse [42], chicken and bananaquits [43, 44], the replacement of 112D with glutamine was identified in the melanic sheep [45], pig [46] and flycatcher [41], and the replacement of 116C with asparagine was identified in the dark color fox [46]. Additionally, amino acids deletion in this region was also widely reported in MC1R of animals with melanic phenotypes (Fig. 6a) [48–50], and these deletions always cover the conserved or high-frequency sites for acidic residues. It has been proven that positive charged residues in this region are necessary for constitutive activation of MC1R in manner of ligands mimicking [40, 42]. Accordingly, it can be speculated that introducing extra acidic residues, or replacements of basic residues with neutral and acidic ones, which is exactly the situation in *O. rhodostigmatus*, would weaken the constitutive activity of MC1R. It provided a genetic explanation for the transparent phenotype of *O. rhodostigmatus* tadpoles. It also explained why permanent pigment regression or pale phenotypes granted by acidifying the M/EJTD of MC1R has not been identified in animals [9, 51, 52], even melanistic phenotypes granted by basic residues introducing and/or acid residues eliminating in these regions are common in vertebrates [40–50].

Overall, the fragment deletion and extra acidic amino acid residues in the ligands binding domain of MC1R likely reduced the constitutive activity of MC1R, but reinforced its ligands-dependent activity, which might contribute to pigment regression for cave adaptation and rapid MCC for transforming of life history, respectively (Fig. 7).

**Fig. 7:**
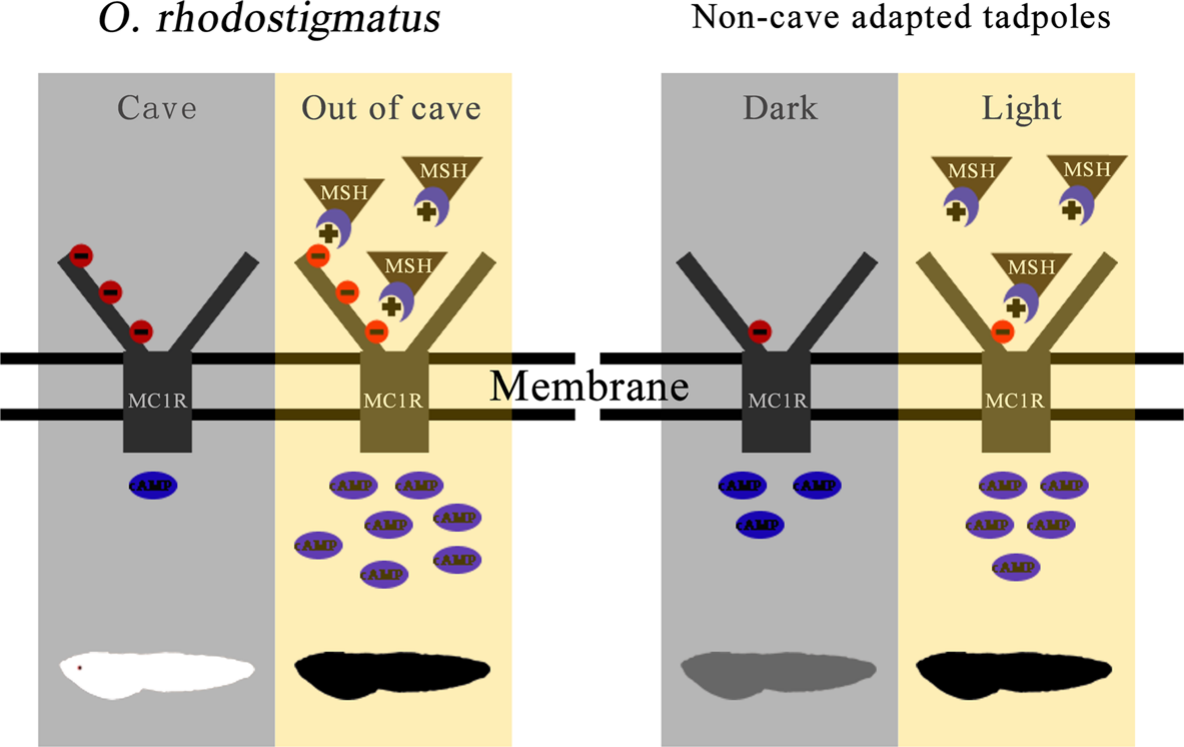
Deduced mechanism by which *O. rhodostigmatus* MC1R coordinates pigment regression in darkness and rapid melanogenesis (or other types of pigment production) in response to light exposure

## Conclusion

Tadpoles of *O. rhodostigmatus* are non-obligate cave dwellers, who keep transparent phenotype in caves but rapidly darken in light within 15 h. Using comparative transcriptomics, we found that the melanocyte MCC (including melanogenesis and melanocytes proliferation) was responsible for the rapid skin darkening in *O. rhodostigmatus* tadpoles. As the most prominent change, light-induced transcriptional activation of growth signals (including growth factor signals, MAPK signal pathways and PI3K-Akt signal pathways) may facilitate the rapid MCC in *O. rhodostigmatus* tadpoles. The most amazing found here is that an in-frame deletion of four amino acids in the M/EJTD of *O. rhodostigmatus* MC1R, the receptor for melanogenesis signal, was identified. This mutation increases the negative charge of the ligand pocket of MC1R and results in the stereo-tandem of three aspartate residues aligning towards its ligand pocket. The ligand pocket of *O. rhodostigmatus* MC1R resembles a trap for positively charged ligands (α-MSH and ACTH) and likely increases the ligands-dependent activity of MC1R, providing an explanation for the rapid MCC of *O. rhodostigmatus* in light. Meanwhile, increased negative charge of ligand pocket likely decreased the constitutive activity of MC1R, supporting the transparent phenotype of the cave-dwelling tadpoles. Therefore, genetic mutations of MC1R explains, at least to some extent, how the pigmentation system of *O. rhodostigmatus* coordinates the capacity of rapid melanogenesis (or other types of pigment production) and pigment regression, a couple of seemingly contradictory coloration requirements. To our knowledge, this is the first study that reported the association between pigmentation phenotype adaptation and MC1R mutations in amphibians and/or in the non-obligate cave dwellers.

## Methods

### Sample collection and treatment

Tadpoles of *Oreolalax rhodostigmatus* were collected in a karst cave of Shizhu County, Chongqing City, China in April 2017. In the cave, a stream runs from inside to outside, with stable water temperature of 15.3 °C. When Beijing time is five a.m., a total of 13 “transparent” tadpoles were collected simultaneously from a pool in the dark zone of the cave, and all of them were identified at their Gosner stage of 25 [56]. Once collected, four of them were immediately anaesthetized and sacrificed to collect eyeballs, liver (0.5 cm^3^), dorsal skin (1 cm^2^) and half tail (3 cm length). Tissues of each tadpole were all together placed into one tissue tube as one sample, and then preserved in liquid nitrogen. These four samples were defined in a “Control group”. The rest tadpoles were raised in the cage immersed in the pool at the entrance of the cave, where is light-accessible, and after 8 p.m. a broad-spectrum fluorescent lamp was used to imitate sunlight at night. Four hours later, six tadpoles were anaesthetized and sacrificed to collect tissues as described above which were defined as a “Short-term exposed group”, and tissues of each tadpole were all together placed into one tissue tube as one sample. The rest three tadpoles were similarly collected after 30 h of light exposure, and these samples were defined as a “Long-term exposed group”.

### cDNA library construction and Illumina sequencing

Total RNA of each sample was extracted and purified using Trizol (Invitrogen, Carlsbad, CA, USA) following the manufacturer’s instructions. After purified with poly-T oligo-attached magnetic beads, the mRNAs were fragmented. First-strand cDNA was synthesized using random hexamer primers and M-MuLV Reverse Transcriptase (RNase H−). Second-strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. The remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of the 3′ ends of the DNA fragments, NEBNext adaptors with a hairpin loop structure were ligated to prepare for hybridization. To preferentially select cDNA fragments of 150–200 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). Then, 3 μl USER Enzyme (NEB, USA) was used with size-selected, adaptor-ligated cDNA at 37 °C for 15 min followed by 5 min at 95 °C before PCR. Then, PCR was performed with a Phusion High-Fidelity DNA polymerase, universal PCR primers and Index (X) primer. Finally, PCR products were purified (AMPure XP system), and library quality was assessed on the Agilent Bioanalyzer 2100 system. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using the TruSeq PE Cluster Kit v3-cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina HiSeq 4000 platform by NovoGene (Beijing), and paired-end reads were generated.

### De novo transcriptome assembly and transcriptome annotation

The reads quality was verified using FastQC (version 0.10.0) software. Reads containing adapters, reads containing poly-N and low-quality reads were removed. The total clean reads from all libraries were assembled de novo using Trinity as a reference transcriptome. The resulted unigenes were annotated by querying databases NR, NT and Swiss-Prot with an E-value threshold of 1.0E-5 and KOG with an E-value threshold of 1.0E-3. Then, Blast2GO software was used to obtain GO annotations defined by molecular function, cellular component and biological process ontologies. Pathway assignments were determined based on the KEGG database using BLASTX with an E-value threshold of 1.0E-5.

### Validity assessment of transcriptome data

The expression level of each unigene was expressed as fragments per kilobase of exon model per million mapped reads (FPKM). Pearson correlations of gene expression levels between samples were calculated to assess the validity of transcriptome data. Generally speaking, valid data should have higher intra-group correlations than inter-group ones.

### Analysis of differentially expressed genes

The analysis flow was showed in Fig. 1 H. Briefly, unigenes, whose expression levels showed upregulation with light exposure (false discovery rate < 0.05, one-way ANOVA & BHfdr), were considered to be light inducible genes. On this basis, those showed significant upregulations in pairwise comparisons, “short-term exposed vs control” and “long-term exposed vs short-term exposed”, were stricter light inducible genes. These unigenes were uploaded to Kobas 3.0 (http://kobas.cbi.pku.edu.cn/index.php) for enrichment analysis [57]. Information of unigenes used in analysis and figures was summarized in Additional file 8: Table S6.

### Sequence comparison and phylogenetic analyses

Sequences of targeted genes were retrieved from Genbank or our transcriptome database. N-J tree was built on MEGA7 with default parameters. Sequence alignment was performed on Clustal X2, and further edit was performed on GeneDoc.

### Prediction of protein 3D models

3D models of MC1R proteins were predicted on Swiss-model server (https://www.swissmodel.expasy.org/) with “Chimera protein of human 5-hydroxytryptamine receptor 1B (ID: 4iaq.1)” as model [58]. Analysis of 3D models was performed on Swiss PDB Viewer.

### Analysis of peptide property

Peptide physicochemical property was analyzed on PepDraw online server (http://www.tulane.edu/~biochem/WW/PepDraw/index.html).

## Additional files

Additional file 1: **Table S1.** Summary of sequencing quality.

Additional file 2: **Figure S1.** Length distribution of transcripts and unigenes.

Additional file 3: **Table S2.** Unigene annotation details.

Additional file 4: **Table S3.** Summary of FPKM.

Additional file 5: **Table S4.** Summary of enrichment based on light-inducible genes (1662).

Additional file 6: **Table S5.** Summary of enrichment based on stricter light-inducible genes (213).

Additional file 7: **Figure S2.** 3D-model of MC1R in frogs. Models are built based on human 5-hydroxytryptamine receptor. Red arrows indicate ending point of TMH3 in extracellular side.

Additional file 8: **Table S6.** Information of unigenes used in analysis and figures.

## Abbreviations

ACTH: Adrenocorticotropic hormone
ASIP: Agouti signal peptide
BCO1: Beta, beta-carotene 15,15′-monooxygenase
BCO2: Beta, beta-carotene 9′,10′-oxygenase
DCT: Dopachrome tautomerase
DHPR: Dihydropteridine reductase
EGF: Epidermal growth factor
FGF: Fibroblast growth factor
GCH1: GTP cyclohydrolase 1
GCHFR: GTP cyclohydrolase 1 feedback regulatory protein
GFR: Growth factor receptor
HGF: Hepatocyte growth factor
M/SCGF: Mast/stem cell growth factor
MC1R: Melanocortin-1 receptor
MCC: Morphological color change
MCH: Melanin-concentrating hormone
MCHR: MCH receptor
MELANA: Melanoma antigen recognized by T-cells 1 isoform X1
MITF: Microphthalmia-associated transcription factor
PCC: Physiological color change
PDGF: Platelet-derived growth factor
PMEL: Premelanosome protein precursor
POMC: Precursor proopiomelanocortin protein
SPR: Sepiapterin reductase
TYR: Tyrosinase
TYRP1: Tyrosinase-related protein 1
XDH/XOD: Xanthine dehydrogenase/oxidase
α-MSH: alpha-Melanocyte-stimulating hormone

## References

[1] Nilsson Skold H, Aspengren S, Wallin M (2013). Rapid color change in fish and amphibians - function, regulation, and emerging applications. Pigment cell & melanoma research.

[2] Mills MG, Patterson LB (2009). Not just black and white: pigment pattern development and evolution in vertebrates. Semin Cell Dev Biol.

[3] Hansen RM, Fulton AB, Harris SJ (1986). Background adaptation in human infants. Vis Res.

[4] Logan DW, Burn SF, Jackson IJ (2006). Regulation of pigmentation in zebrafish melanophores. Pigment Cell Res.

[5] Fulton AB (1983). Background adaptation in RCS rats. Invest Ophthalmol Vis Sci.

[6] Leclercq E, Taylor JF, Migaud H (2009). Morphological skin colour changes in teleosts. Fish Fish.

[7] Jeffery WR, Li M, Parkhurst A, Bilandžija H (2014). Pigment regression and albinism in *Astyanax* cavefish.

[8] Yang J, Chen X, Bai J, Fang D, Qiu Y, Jiang W, Yuan H, Bian C, Lu J, He S (2016). The *Sinocyclocheilus* cavefish genome provides insights into cave adaptation. BMC Biol.

[9] Gross JB, Borowsky R, Tabin CJ (2009). A novel role for Mc1r in the parallel evolution of depigmentation in independent populations of the cavefish *Astyanax mexicanus*. PLoS Genet.

[10] Protas M, Jeffery WR (2012). Evolution and development in cave animals: from fish to crustaceans. Wiley Interdiscip Rev Dev Biol.

[11] McCauley DW, Hixon E, Jeffery WR (2004). Evolution of pigment cell regression in the cavefish *Astyanax*: a late step in melanogenesis. Evolution & Development.

[12] Protas ME, Hersey C, Kochanek D, Zhou Y, Wilkens H, Jeffery WR, Zon LI, Borowsky R, Tabin CJ (2006). Genetic analysis of cavefish reveals molecular convergence in the evolution of albinism. Nat Genet.

[13] Bilandžija H, Ma L, Parkhurst A, Jeffery WR (2013). A potential benefit of albinism in *Astyanax* cavefish: downregulation of the oca2 gene increases tyrosine and catecholamine levels as an alternative to melanin synthesis. PLoS One.

[14] Fei L, Ye C, Jiang J (2012). Colored atlas of Chinese amphibians and their distributions.

[15] Liu J (2010). Ontogenesis and primary ecological study of *Oreolalax rhodostigmatus*. Bulletin of Biology.

[16] Shen Y, Gu Q, Gu Z, Mao H (2014). *Oreolalax rhodostigmatus* in the North-Western Hunan province: the cave life and the characteristics of the growth and development of its tadpoles. Life Science Research.

[17] Ligon RA, McCartney KL (2016). Biochemical regulation of pigment motility in vertebrate chromatophores: a review of physiological color change mechanisms. Current Zoology.

[18] Kelman EJ, Tiptus P, Osorio D (2006). Juvenile plaice (*Pleuronectes platessa*) produce camouflage by flexibly combining two separate patterns. J Exp Biol.

[19] Rhodes SB, Schlupp I (2012). Rapid and socially induced change of a badge of status. J Fish Biol.

[20] Bertolesi GE, Song YN, Atkinson-Leadbeater K, Yang JJ, McFarlane S (2017). Interaction and developmental activation of two neuroendocrine systems that regulate light-mediated skin pigmentation. Pigment cell & melanoma research.

[21] Henning F, Jones JC, Franchini P, Meyer A (2013). Transcriptomics of morphological color change in polychromatic *Midas cichlids*. BMC Genomics.

[22] Levy C, Khaled M, Fisher DE (2006). MITF: master regulator of melanocyte development and melanoma oncogene. Trends Mol Med.

[23] Levy C, Khaled M, Robinson KC, Veguilla RA, Chen PH, Yokoyama S, Makino E, Lu J, Larue L, Beermann F (2010). Lineage specific transcriptional regulation of DICER by MITF in melanocytes. Cell.

[24] Garcia-Borron JC, Abdel-Malek Z, Jimenez-Cervantes C (2014). MC1R, the cAMP pathway, and the response to solar UV: extending the horizon beyond pigmentation. Pigment cell & melanoma research.

[25] Gilchrest BA, Park H-Y, Eller MS, Yaar M (1996). Mechanisms of ultraviolet light-induced pigmentation. Photochem Photobiol.

[26] Sugimoto M (2002). Morphological color changes in fish: regulation of pigment cell density and morphology. Microsc Res Tech.

[27] Mellgren EM, Johnson SL (2004). A requirement for kit in embryonic zebrafish melanocyte differentiation is revealed by melanoblast delay. Dev Genes Evol.

[28] Kumasaka M, Sato S, Yajima I, Goding CR, Yamamoto H (2005). Regulation of melanoblast and retinal pigment epithelium development by *Xenopus laevis* Mitf. Dev Dyn.

[29] Kumasaka M, Sato H, Sato S, Yajima I, Yamamoto H (2004). Isolation and developmental expression of Mitf in *Xenopus laevis*. Dev Dyn.

[30] Kawasaki A, Kumasaka M, Satoh A, Suzuki M, Tamura K, Goto T, Asashima M, Yamamoto H (2008). Mitf contributes to melanosome distributionand melanophore dendricity. Pigment cell & melanoma research.

[31] Fukuzawa T, Bagnara JT (1989). Control of melanoblast differentiation in amphibia by α-melanocyte stimulating hormone, a serum melanization factor, and a melanization inhibiting factor. Pigment Cell Res.

[32] Xia M, Chen K, Yao X, Xu Y, Yao J, Yan J, Shao Z, Wang G (2017). Mediator MED23 links pigmentation and DNA repair through the transcription factor MITF. Cell Rep.

[33] Santos ME, Baldo L, Gu L, Boileau N, Musilova Z, Salzburger W. Comparative transcriptomics of anal fin pigmentation patterns in cichlid fishes. BMC Genomics. 2016;17(1):712.10.1186/s12864-016-3046-yPMC501207827600936

[34] Bilandžija H, Ćetković H, Jeffery WR (2012). Evolution of albinism in cave planthoppers by a convergent defect in the first step of melanin biosynthesis. Evolution & Development.

[35] Hubbard JK, Uy JA, Hauber ME, Hoekstra HE, Safran RJ (2010). Vertebrate pigmentation: from underlying genes to adaptive function. Trends in genetics : TIG.

[36] Nadeau NJ, Minvielle F, Mundy NI (2006). Association of a Glu92Lys substitution in MC1R with extended brown in Japanese quail (*Coturnix japonica*). Anim Genet.

[37] Takeuchi S, Suzuki H, Yabuuchi M, Takahashi S (1996). A possible involvement of melanocortin 1-receptor in regulating feather color pigmentation in the chicken. Biochim Biophys Acta.

[38] Ling MK, Lagerström MC, Fredriksson R, Okimoto R, Mundy NI, Takeuchi S, Schiöth HB (2003). Association of feather colour with constitutively active melanocortin 1 receptors in chicken. Eur J Biochem.

[39] Doucet SM, Shawkey MD, Rathburn MK, Jr MH, Montgomerie R (2004). Concordant evolution of plumage colour, feather microstructure and a melanocortin receptor gene between mainland and island populations of a fairy–wren. Proceedings Biological Sciences.

[40] Lu D, Vage DI, Cone RD (1998). A ligand-mimetic model for constitutive activation of the melanocortin-1 receptor. Mol Endocrinol.

[41] Uy JA, Moyle RG, Filardi CE, Cheviron ZA (2009). Difference in plumage color used in species recognition between incipient species is linked to a single amino acid substitution in the melanocortin-1 receptor. Am Nat.

[42] Benned-Jensen T, Mokrosinski J, Rosenkilde MM (2011). The E92K melanocortin 1 receptor mutant induces cAMP production and arrestin recruitment but not ERK cctivity indicating biased constitutive signaling. PLoS One.

[43] Robbins LS, Nadeau JH, Johnson KR, Kelly MA, Roselli-Rehfuss L, Baack E, Mountjoy KG, Cone RD (1993). Pigmentation phenotypes of variant extension locus alleles result from point mutations that alter MSH receptor function. Cell.

[44] Theron E, Hawkins K, Bermingham E, Ricklefs RE, Mundy NI (2001). The molecular basis of an avian plumage polymorphism in the wild: a melanocortin-1-receptor point mutation is perfectly associated with the melanic plumage morph of the bananaquit, *Coereba flaveola*. Current biology : CB.

[45] Våge DI, Klungland H, Lu D, Cone RD (1999). Molecular and pharmacological characterization of dominant black coat color in sheep. Mamm Genome.

[46] Kijas JMH, Wales R, Tornsten A, Chardon P, Moller M, Andersson L (1998). Melanocortin receptor 1 (MC1R) mutations and coat color in pigs. Genetics.

[47] Våge DI, Lu D, Klungland H, Lien S, Adalsteinsson S, Cone RD (1997). A non-epistatic interaction of agouti and extension in the fox, Vulpes vulpes. Nat Genet.

[48] Eizirik E, Yuhki N, Johnson WE, Menotti-Raymond M, Hannah SS, O'Brien SJ. Molecular Genetics and Evolution of Melanism in the Cat Family. Current biology. 2003;13(5):448-53.10.1016/s0960-9822(03)00128-312620197

[49] Fontanesi L, Tazzoli M, Beretti F, Russo V (2006). Mutations in the melanocortin 1 receptor (MC1R) gene are associated with coat colours in the domestic rabbit (*Oryctolagus cuniculus*). Anim Genet.

[50] McRobie H, Thomas A, Kelly J (2009). The genetic basis of melanism in the gray squirrel (*Sciurus carolinensis*). The Journal of heredity.

[51] Dreger DL, Schmutz SM (2010). A new mutation in MC1R explains a coat color phenotype in 2 "old" breeds: saluki and afghan hound. The Journal of heredity.

[52] Raimondi S, Sera F, Gandini S, Iodice S, Caini S, Maisonneuve P, Fargnoli MC (2008). MC1R variants, melanoma and red hair color phenotype: a meta-analysis. Int J Cancer.

[53] Bertolesi GE, Hehr CL, Munn H, McFarlane S (2016). Two light-activated neuroendocrine circuits arising in the eye trigger physiological and morphological pigmentation. Pigment cell & melanoma research.

[54] Halaban R (2000). The regulation of normal melanocyte proliferation. Pigment Cell Res.

[55] El-Abaseri TB, Fuhrman J, Trempus C, Shendrik I, Tennant RW, Hansen LA (2005). Chemoprevention of UV light-induced skin tumorigenesis by inhibition of the epidermal growth factor receptor. Cancer Res.

[56] Gosner KL. A simplified table for staging anuran embryos and larvae with notes on identification. Herpetologica. 1960;16(3):183-90.

[57] Xie C, Mao X, Huang J, Ding Y, Wu J, Dong S, Kong L, Gao G, Li CY, Wei L. KOBAS 2.0: a web server for annotation and identification of enriched pathways and diseases. Nucleic Acids Res. 2011;39(Web Server issue):W316-322.10.1093/nar/gkr483PMC312580921715386

[58] Biasini M, Bienert S, Waterhouse A, Arnold K, Studer G, Schmidt T, Kiefer F, Cassarino TG, Bertoni M, Bordoli L. SWISS-MODEL: modelling protein tertiary and quaternary structure using evolutionary information. Nucleic Acids Res. 2014;2(Web Server issue):W252.10.1093/nar/gku340PMC408608924782522

How the deposited data were processed for this re-analysis (not part of the article)

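The data are RNA-seq libraries of 13 single tadpoles in 3 groups: 4 control, 6 short-term exposed (4 h of light) and 3 long-term exposed (30 h of light). The groups and replicate numbers were taken from the sample labels and the paper's methods. All 13 columns of the deposited table could be assigned to a sample by name. Tissues of a tadpole were pooled before extraction, so no value belongs to a single tissue.

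The authors deposited FPKM values for 249088 unigenes of a de novo Trinity assembly, rounded to 2 decimals. They removed reads with adapters, poly-N or low quality after FastQC and assembled the clean reads of all libraries together. The aligner and the counting tool are not given in the sources used here. FPKM is already scaled to library size and unigene length by the authors, and it keeps no read counts, so counting error could not be computed and an exact 0 may be either no reads or a failed estimate. Sums of FPKM ranged from 983190 to 1070969 per library. Depth was taken from the clean reads in Table S1. No genome was used, and unigenes carry the names that Table S6 and the part held of Table S2 give them, which are best protein hits in other species. Of Table S3, 1998 entries were held, and all 1998 have the same 13 values as the deposited table. Of Table S2, 1268 entries were held, so no test of enrichment was run on it. The lists of 1662 and 213 unigenes in Table S6 were complete. The organism of a best hit was read from its name and grouped as amphibian, mammal or other.

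FPKM was taken to log2(FPKM + 0.1), and 147192 unigenes with at least 0.3 in at least 3 libraries were tested. A linear model with the 3 groups was fitted over all 13 libraries with limma 3.58.1 in R 4.3.3, with a mean-variance trend and moderated tests. A unigene was called light-inducible where the F test over the groups had a Benjamini-Hochberg adjusted p under 0.05 and the long-term exposed group had the highest mean. Core light-inducible unigenes also had unadjusted p under 0.05 and a higher value in both short-term exposed against control and long-term against short-term exposed. Entries that the paper sums over several unigenes were summed before the logarithm. For entries of Fig. 2, MITF and growth factors, exact permutation tests (two-sided, SciPy 1.17.1) were run too. The smallest p they can give is 0.0286 for 4 against 3, 0.00476 for 6 against 4 and 0.0119 for 6 against 3. Correlations between libraries are squared Pearson coefficients of log10(FPKM + 1), tested with 100000 permutations of the group labels. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

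The named genes were fixed by a rule before the deposited table was examined: every entry of Table S6 for Fig. 2, every MITF and growth factor-related unigene of Table S6, whose values there had been seen; the 10 unigenes with the largest log2 change in long-term exposed against control and in short-term exposed against control that passed the adjusted p without overlap of the groups, once for amphibian and once for mammalian best hits; and the members of marker lists for hepatocytes, lens, retina, skeletal muscle, epidermis, macrophages and lysosomes, erythrocytes, the MAPK and PI3K-Akt core and receptor tyrosine kinases. For short-term exposed against control, no unigene with a name met the rule. The numbers of unigenes at 0 in given libraries, and the count by organism of the best hit within them, were chosen after the values were seen.

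The fitting code was tested on simulated data made from the real means, with known changes in long-term exposed against control over 147192 unigenes. In 3 simulations, a change of 64-fold was recovered for 114 of 150 unigenes with a median log2 of 5.99, 16-fold for 45 of 150, 4-fold for 2 of 150 and 2-fold for 0 of 150, and at most 7 unchanged unigenes were called. Among unigenes of high level, 12 of 13 changes of 16-fold (92.3%) and 2 of 8 changes of 4-fold were recovered, so recovery depends on the level of a unigene as well as on the size of the change.

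The alternatives set before the data were examined were pseudocounts of 1 and 0.01, no filter, a filter of FPKM at least 1 in at least 3 libraries, median-of-ratios scaling, one-way F and Student tests on untransformed FPKM, array weights, the replicate number as a block, adjusted p in the pairwise comparisons, only the libraries of the groups compared, and leaving out each library. After the data were seen, the libraries that stood apart were left out together, the unigenes were limited to those above 0 in every library, and the one-way F test was run without a filter. Enrichment of pathways and protein structures were not analysed here.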

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

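Libraries of a group were set against each other with Dixon's test for a value far from the rest, in 30 groups of 4 or 6 libraries, and 8 stood out. Chance gives about 1 in 20 for independent tests. These tests share the same libraries and overlapping unigenes, and some of the sets were defined after the values were seen, so 8 of 30 cannot be set against it. The libraries were looked at more closely after the first results were seen.

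Control replicate 1 stood apart from the other controls in the number of growth factor unigenes above 0 (73) and of the paper's light-inducible unigenes with a mammalian best hit above 0 (78). Short-term exposed replicate 1 stood apart from its group in the opposite direction, with 3 MITF unigenes and 14 of the latter set above 0, and its 10 most abundant unigenes held 21.38% of its FPKM. Short-term exposed replicate 5 listed the fewest unigenes above 0, 91929. Short-term exposed replicate 3 had the highest TYR value of its group, 1.06, and the highest Melanoregulin X1 value, 0.59.

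The paper does not report on 2 further signals. The first is a set of 3049 unigenes listed above 0 in short-term exposed replicates 2 to 6 and long-term exposed replicate 1 and at 0 in the other 7 libraries. The second is the 588 unigenes that were lower after 30 h of light than in controls.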

How the results depend on the processing

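The alternatives added after the data were seen were leaving out short-term exposed replicate 1 and long-term exposed replicate 1 together, keeping only unigenes above 0 in every library, and the one-way F test on FPKM without a filter or over every unigene. The cause of a change under an alternative was not tested. Of the results under an alternative, 454 stayed on the same side of the test or within 1.5 times the value reported, 122 counts moved further, 13 lost and 5 gained a call. The balance of higher and lower unigenes after 30 h turned against controls and against 4 h among unigenes above 0 in every library. Against 4 h it also turned without short-term exposed replicate 1 and long-term exposed replicate 1 together. It turned against 4 h, too, on leaving out either of the other long-term exposed libraries alone. Leaving out each library was set before the data were examined. The counts are given below. The changes of single melanogenesis entries between 30 h and controls stayed on the same side in 143 results, and 12 lost and 5 gained a call. TYR had adjusted p values from 0.0191 to 0.283 and PMEL from 0.0157 to 0.221.

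With a pseudocount of 1, light-inducible and core unigenes numbered 3253 and 167, long-term against short-term exposed higher 5066, long-term exposed against control higher 2325, melanogenesis entries 3 and pteridine and carotenoid entries lower 1. With 0.01, the numbers were 1064 light-inducible, 1536 and 868 for the 2 comparisons, 0 melanogenesis entries, and 6 EGF and 30 other growth factor unigenes. With FPKM of at least 1 in at least 3 libraries they were 1356, 1944 and 869, and without a filter 0 melanogenesis entries were called. Median-of-ratios scaling gave 115 unigenes higher after 4 h and 2 melanogenesis entries. Array weights gave 94 higher after 4 h, 2213 and 1127 lower after 30 h than after 4 h and than in controls, 2 melanogenesis entries and 1 lower pteridine and carotenoid entry. Fitting only the groups compared gave 30 higher after 4 h and 789 lower after 30 h than after 4 h. Adjusted p in both pairwise comparisons left 0 core unigenes, where unadjusted limma p under 0.05 gave 264 and Student tests 213. The within-group R2 excess was 0.0950 with FPKM as deposited and lost its call.

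With one-way F and Student tests on FPKM, 3876 unigenes were light-inducible, 1 was higher and 26 lower after 4 h, 375 were lower after 30 h than after 4 h, 549 were higher and 73 lower after 30 h than in controls, and 0 melanogenesis entries were called. Without a filter these were 3862, 2, 35, 276, 550, 68 and 0, and over every unigene 3676, 2, 35, 248, 521, 65 and 0. Keeping only unigenes above 0 in every library gave 817 light-inducible, 25 core, 28 lower after 4 h, 1658 higher and 2009 lower after 30 h than after 4 h, 280 higher and 668 lower than in controls, 2 melanogenesis entries, 0 EGF and 3 other growth factor unigenes.

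The replicate number as a block gave 167 light-inducible and 15 core unigenes, 2 higher and 1 lower after 4 h, 258 higher and 115 lower after 30 h than after 4 h, 518 higher and 162 lower than in controls, 0 melanogenesis entries, 0 EGF and 2 other growth factor unigenes. The numbers do not pair the tadpoles: residual correlations of libraries with the same number were -0.109 to 0.019, and of those with different numbers -0.079 to 0.104.

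Leaving out 1 library at a time gave 194 to 2617 light-inducible unigenes, 83 to 312 core unigenes, 32 to 2662 higher and 38 to 482 lower after 4 h, 221 to 3301 higher and 259 to 2339 lower after 30 h than after 4 h, and 247 to 1477 higher and 171 to 782 lower after 30 h than in controls. It gave 0 to 2 melanogenesis entries, 0 to 3 MITF unigenes past the F test, 1 to 19 EGF and 10 to 54 other growth factor unigenes, 6 to 11 MITF and 7 to 8 IGF unigenes with the highest mean after 4 h, and an R2 excess of 0.0472 to 0.0673. Without long-term exposed replicates 1, 2 and 3, light-inducible unigenes were 408, 194 and 265, core unigenes 151, 83 and 118, unigenes higher after 30 h than in controls 374, 247 and 314 (lower: 185, 171 and 185) and than after 4 h 599, 221 and 254 (lower: 350, 296 and 259), EGF unigenes 3, 1 and 3, and other growth factor unigenes 23, 10 and 14. Without short-term exposed replicate 1, 2662 unigenes were higher and 482 lower after 4 h, against 1460 and 635 after 30 h, 2339 were lower after 30 h than after 4 h, and 3 MITF unigenes passed the F test. Unigenes higher after 4 h numbered 36, 39 and 93 without control replicates 2, 3 and 4, and 32, 34 and 34 without short-term exposed replicates 3, 4 and 6. Those lower after 4 h numbered 108 and 91 without control replicates 1 and 2 and 38 without short-term exposed replicate 3, and those lower after 30 h than in controls 388 and 352 without control replicates 3 and 4. The 1 melanogenesis call was lost without any one control, any one long-term exposed library or short-term exposed replicate 1 or 4, and there were 2 without short-term exposed replicate 5.

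Without short-term exposed replicate 1 and long-term exposed replicate 1 together, light-inducible and core unigenes numbered 1508 and 283, 4346 unigenes were higher and 605 lower after 4 h, 2440 higher and 4885 lower after 30 h than after 4 h, 401 higher and 203 lower after 30 h than in controls, and 0 melanogenesis entries, 5 MITF, 18 EGF and 47 other growth factor unigenes were called.

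The short-term exposed libraries enter both steps that define core unigenes. In the data, 298 unigenes rose in both steps, against 1050.9 expected of independent lists of the same sizes, 8682 and 17816. In 20 simulations of groups without change the median was 27 (at most 33). The sizes of the simulated lists are not given, so the 298 cannot be read as an excess over the 27. With separate parts of the short-term exposed libraries in each step, the median over 20 divisions was 439 (251 to 722), against 850.05 expected.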

Differences from the paper's values

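The paper's 1662 light-inducible unigenes and 213 core unigenes stand against 2069 and 264 here, within 1.5 times of each other. The threshold of 0.05 is the paper's, but limma on log values replaced a one-way ANOVA. The rule for light-inducible unigenes differs too. The 2069 need only the highest mean in the long-term exposed group. The paper's 1662 were reached here with a further condition, a short-term exposed mean at or above the control mean. Without that condition the same one-way F test on FPKM gave 3862. The closeness of 2069 and 1662 is therefore not like for like, and 820 unigenes of the paper's list were light-inducible here. Of the alternatives set before the data were examined, the light-inducible count was within 1.5 times of the paper's 1662 without a filter (2056), with FPKM of at least 1 in at least 3 libraries (1356), with median-of-ratios scaling (2486) and without any one of the controls or of short-term exposed replicates 2 to 6 (1614 to 1897). It was not with a pseudocount of 1 (3253) or 0.01 (1064), with one-way F tests on FPKM (3876), with array weights (2956), with the replicate block (167), without short-term exposed replicate 1 (2617) or without long-term exposed replicate 1, 2 or 3 (408, 194 and 265). The core count was not within 1.5 times of the paper's 213 with array weights (326), with the replicate block (15), with adjusted pairwise p (0) or without long-term exposed replicates 2 and 3 (83 and 118), and was so under the others.

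Some settings reach the paper's values. With one-way F and Student tests on FPKM, set before the data were examined, the core count is 213, with 203 of them in the paper's list. With the one-way F test on FPKM without a filter, 4253 unigenes passed and 3862 of these had their highest mean after 30 h. Asking in addition that the short-term exposed mean be at or above the control mean gave 1662 unigenes, all 1662 of them in the paper's list, so that 0 of its items are dropped, and the core count without a filter was 213 with all 213 in the paper's. This setting was chosen after seeing the values, as 1 of 3 added tests on FPKM. The other 2200 of the 3862 had a lower mean after 4 h than in controls.

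The paper describes an increase of the melanogenesis and melanocyte genes with light. Of its 8 entries, 7 had their highest mean after 30 h here, and PMEL X1 had it after 4 h. The paper's tests in Fig. 2 are not adjusted for the number of genes, and at an unadjusted limma p under 0.05 against controls 7 of the 8 were higher. Over all unigenes, 1 of the 8 passed the adjusted test, and TYR passed it with a pseudocount of 1 (adjusted p = 0.0255), median-of-ratios scaling (0.0196), array weights (0.0191) and without short-term exposed replicate 5 (0.0447), within a range of 0.0191 to 0.283 over its alternatives. Melanoregulin X1 passed it with a pseudocount of 1 (0.0443). All entries but PMEL X1 did so when adjusted over the list alone.

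The paper excepts melanophilin 5 from the melanophilins not raised by light, on unadjusted tests. Here its mean was also highest after 30 h, but it was not called against controls at a threshold adjusted over all unigenes (log2 difference 0.92, limma adjusted p = 0.618) or by the unadjusted exact permutation test (p = 0.0857). The paper states that most MITF transcripts peaked after 4 h. By mean FPKM 8 of 16 did here, 7 peaked after 30 h and 1 in controls, while 11 of 16 peaked after 4 h by means of log2(FPKM + 0.1), by median FPKM and without long-term exposed replicate 1, which goes with the paper. It describes MITF as activated by light, where 0 of the 11 tested passed the limma F test (4 at an unadjusted p under 0.05), with 3 past it without short-term exposed replicate 1 and 5 without that library and long-term exposed replicate 1. It describes MITF as undetectable in the dark, while 9 of 64 control values are above 0. It describes most growth factor-related genes as responsive to light, where 64 of 145 were light-inducible, 113 had an unadjusted F test p under 0.05 and 109 had their highest mean after 30 h. The tally for IGF goes with the paper's statement: 8 of 10 unigenes had their highest mean after 4 h.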

Other observations

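Several genes of macrophages and lysosomes were higher after 30 h of light. Of 13 unigenes named for them, 7 were higher than in controls and 6 were not called (limma; 11 higher and 1 lower adjusted over the list alone). Macrophage mannose receptor 1, which takes up sugar-coated particles, had an FPKM of 43.6 ± 13.4 (SD, n = 3) against 6.13 ± 1.69 (SD, n = 4), a log2 difference of 2.80 (standard error 0.63, adjusted p = 0.0421), and cathepsin B, a lysosomal protease, 213 ± 60.2 (SD, n = 3) against 85.2 ± 16.3 (SD, n = 4), a log2 difference of 1.30 (standard error 0.28, adjusted p = 0.0290). A cathepsin L1-like unigene rose from 147 ± 11.7 (SD, n = 4) to 381 ± 90.6 (SD, n = 3; adjusted p = 0.0148), and the scavenger receptor stabilin-1 from 1.55 ± 0.257 (SD, n = 4) to 9.12 ± 2.38 (SD, n = 3; adjusted p = 0.0315). Cathepsin K did not pass the test (adjusted p = 0.0626), and hexosaminidase D went the other way without passing it (log2 difference -1.18, adjusted p = 0.389). Of the 13, 1 is listed at 0 in control replicates 2 to 4 and short-term exposed replicate 1, and 8 have an amphibian best hit. The names held come mostly from the paper's light-inducible list, which holds 10 of the 13, so the count is not independent evidence.

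Of 7 unigenes matched by name to a hepatocyte list, 5 were tested and 4 were higher after 30 h with limma (5 adjusted over the list alone). Of the 7, 5 are in the paper's list. The 4 are named for fibrinogen alpha chain, alpha-2-macroglobulin-like protein 1 and a C3 and PZP-like protein, so the list does not hold liver proteins alone. A lens crystallin, gamma E, had 7.31 ± 0.530 (SD, n = 3) after 30 h (log2 difference 3.84, standard error 0.75, adjusted p = 0.0173), and it is the 1 lens unigene named. Of 4 skeletal muscle unigenes, 3 were tested and 0 were higher with limma (1 adjusted over the list alone), with nebulin at a log2 difference of 0.77 (adjusted p = 0.533). Of 4 epidermis unigenes, 2 were higher, and these are FGF receptor 2 unigenes whose name contains the word keratinocyte, while 2 desmoglein-2 unigenes were not called (log2 differences 0.32 and 1.37). No unigene was named for the retina or erythrocytes.

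The tests of light time, of depth, of reads shared by 6 libraries and of mammalian hits were chosen after the result was seen, as was the restriction to unigenes at 0 in control replicates 2 to 4. Many MITF and growth factor unigenes are listed at 0 in short-term exposed replicate 1 and above 0 in replicates 2 to 6. Of the 105 MITF and growth factor unigenes at 0 in control replicates 2 to 4, 4 were above 0 in replicate 1 and 77 to 99 in the others after the same 4 h (a share of 4.55% of their mean), so the time of light alone does not account for the difference between these libraries, and neither does depth, since replicate 1 has 1.14 times the median clean reads of the others. Reads from another organism that reached some libraries predicted an excess of unigenes at 0 in that replicate alone; the ratio was 1.83, between the bounds set before, with 8069 unigenes at 0 in replicate 1 alone, 12039 in replicate 5 alone and 1965 to 2780 in each of the others, and it was 31.2 among unigenes also at 0 in control replicates 2 to 4. A mammalian best hit was 9.9 times as frequent among the paper's light-inducible unigenes at 0 in control replicates 2 to 4 and short-term exposed replicate 1 as among the others (68% against 6.87%), which is consistent with reads of foreign origin in some libraries for the growth factor unigenes with such hits, though it says nothing on MITF, whose unigenes carry no named hit. Unigenes above 0 in exactly short-term exposed replicates 2 to 6 and long-term exposed replicate 1 were 25.6 times as many as for the largest other set of 5 short-term exposed libraries and 1 library of another group, but the set was picked because it had been seen, so the ratio decides nothing, and it holds 15 of the 145 growth factor unigenes, among them 6 of 10 for IGF and 0 for PDGF and M/SCGF. A real difference between tadpoles of one group remains open and untested. Unigenes above 0 only in control replicates 2 to 4 and short-term exposed replicate 1 numbered 1054. The most frequent other set of 4 libraries had 244. Bases of quality 20 or more made up 96.12% to 96.35% in these 4 libraries. This share was 96.58% to 98.02% in the other exposed libraries and 95.83% in control replicate 1. A difference between tadpoles can therefore not be told from one between libraries.

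None of the tests in this part was chosen after the result was seen. The higher melanogenesis values after 30 h could come from more transcript per cell or from a larger share of eye or skin in the pooled tissue. The 1 eye unigene named, the lens crystallin, had a log2 change of 3.84 and the 4 epidermis unigenes a median of 2.75, both above the bound of 1 set before, but of these 1 and 4 unigenes 1 and 2 are in the paper's list, and 2 of the 4 are FGF receptors, so neither share can be told apart from a change within cells. Nebulin and desmoglein-2 were not called, and no list measures the share of pigment cells.

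Whether chance alone gives such counts was tested on other splits into groups of the same sizes. No other split drawn gave a count as large. The light-inducible count was 2069 (highest other split 1062, 1 of 100 splits as large, the real one included). Short-term exposed against control gave 119 (highest other 75, 1 of 100). Long-term against short-term exposed gave 4489 (highest other 4146, 1 of 84), and long-term exposed against control 2024 (highest other 136, 1 of 35). Of the 210 splits of control and short-term exposed libraries, 100 were drawn. These did not include control replicates 2 to 4 with short-term exposed replicate 1 against the rest, so a grouping other than light is not excluded. The split with 4146 swaps short-term exposed replicate 1 and long-term exposed replicate 1, and the next highest gave 184, which points to a structure of the samples in these 2 libraries.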
